# Identification and Characterization of FGF2-Dependent mRNA: microRNA Networks During Lens Fiber Cell Differentiation

**DOI:** 10.1534/g3.113.008698

**Published:** 2013-10-18

**Authors:** Louise Wolf, Chun S. Gao, Karen Gueta, Qing Xie, Tiphaine Chevallier, Nikhil R. Podduturi, Jian Sun, Ivan Conte, Peggy S. Zelenka, Ruth Ashery-Padan, Jiri Zavadil, Ales Cvekl

**Keywords:** c-Maf, Dicer1, differentiation, FGF2, lens, microRNAs, signaling

## Abstract

MicroRNAs (miRNAs) and fibroblast growth factor (FGF) signaling regulate a wide range of cellular functions, including cell specification, proliferation, migration, differentiation, and survival. In lens, both these systems control lens fiber cell differentiation; however, a possible link between these processes remains to be examined. Herein, the functional requirement for miRNAs in differentiating lens fiber cells was demonstrated via conditional inactivation of Dicer1 in mouse (*Mus musculus*) lens. To dissect the miRNA-dependent pathways during lens differentiation, we used a rat (*Rattus norvegicus*) lens epithelial explant system, induced by FGF2 to differentiate, followed by mRNA and miRNA expression profiling. Transcriptome and miRNome analysis identified extensive FGF2-regulated cellular responses that were both independent and dependent on miRNAs. We identified 131 FGF2-regulated miRNAs. Seventy-six of these miRNAs had at least two *in silico* predicted and inversely regulated target mRNAs. Genes modulated by the greatest number of FGF-regulated miRNAs include DNA-binding transcription factors Nfib, Nfat5/OREBP, c-Maf, Ets1, and N-Myc. Activated FGF signaling influenced bone morphogenetic factor/transforming growth factor-β, Notch, and Wnt signaling cascades implicated earlier in lens differentiation. Specific miRNA:mRNA interaction networks were predicted for c-Maf, N-Myc, and Nfib (DNA-binding transcription factors); Cnot6, Cpsf6, Dicer1, and Tnrc6b (RNA to miRNA processing); and Ash1l, Med1/PBP, and Kdm5b/Jarid1b/Plu1 (chromatin remodeling). Three miRNAs, including miR-143, miR-155, and miR-301a, down-regulated expression of c-Maf in the 3′-UTR luciferase reporter assays. These present studies demonstrate for the first time global impact of activated FGF signaling in lens cell culture system and predicted novel gene regulatory networks connected by multiple miRNAs that regulate lens differentiation.

Cellular differentiation is a tightly controlled process in which a single or multiple extracellular signals regulate a multitude of processes, including exit from cell cycle followed by cellular differentiation. Seven signal transduction pathways—hedgehog, Janus Kinase/signal transducer and activator of transcription, Notch, nuclear receptors, receptor tyrosine kinase, transforming growth factor-β (TGF-β), and Wnt—control the vast majority of differentiation processes. In the nucleus, these signals reach the transcriptional apparatus and result in regulation of specific target genes by signal-regulated transcription factors (Barolo and Posakony 2002). Specificity of signaling is controlled at multiple levels by a variety of mechanisms (Barolo and Posakony 2002; Firth and Baker 2009; Turner and Grose 2010). Spatially controlled expression and/or gradients of concentration of individual growth factors, their cofactors and/or inhibitors, and receptors provide regulation at the level of ligand−receptor interaction. In the cytoplasmic compartment, signals can be relayed via alternate pathways and amplified via posttranslational modifications, including phosphorylation/dephosphorylation, of specific proteins residing within the multiprotein transitional signaling complexes (Ramos 2008; Roskoski 2012). When the signal reaches the nucleus, specificity of signaling is ensured through the cooperative interactions between multiple DNA-binding transcription factors, often regulated by different signaling pathways, and insufficiency of individual factors (Barolo and Posakony 2002). Recent studies on regulation of gene expression identified novel posttranscriptional mechanisms through microRNAs (miRNAs) with a number of miRNAs exhibiting tissue-specific or tissue-preferred patterns of expression (Bartel 2004; Pauli *et al.* 2011; Conte *et al.* 2013). High-throughput detection of both RNAs and miRNAs by oligonucleotide arrays, quantitative polymerase chain reaction (qPCR), and/or by massively parallel sequencing allow modeling of genetic networks that control key cellular processes, including terminal differentiation (Ivey and Srivastava 2010; Pauli *et al.* 2011).

Ocular lens is a unique model for differentiation studies because the lens is composed of a single type of cell that reaches different stages of differentiation, either as lens fibers or lens epithelium depending on its spatial localization in the lens (Lovicu and McAvoy 2005). Lens development and differentiation are regulated by bone morphogenetic factor (BMP)/TGF-β, fibroblast growth factor (FGF), Notch, and Wnt signaling (Lovicu and McAvoy 2005; Smith *et al.* 2010; Gunhaga 2011). FGF/mitogen-activated protein kinase (MAPK) signaling (Dailey *et al.* 2005; Lovicu and McAvoy 2005; Robinson 2006; Lanner and Rossant 2010; Turner and Grose 2010) is required for the formation of lens progenitor cells from the common preplacodal progenitor cell population (Streit 2004, 2007) via regulation of Pax6 function. Inactivation of Ndst1, an enzyme from heparin sulfate biosynthetic pathway that cooperates with FGF signaling, prevented the formation of lens and retina (Pan *et al.* 2006; Qu *et al.* 2011). The inactivation of three FGF receptors (FGFR1, 2, and 3) disrupted cell-cycle exit and multiple aspects of the lens fiber cell differentiation (Garcia *et al.* 2005; Zhao *et al.* 2008). FGF signaling is also needed for survival of lens precursor cells (Zhao *et al.* 2008) and promotes lens fiber cell differentiation *in vivo* (Madakashira *et al.* 2012). Studies of Wnt (Smith *et al.* 2005), BMP (Faber *et al.* 2001; Rajagopal *et al.* 2008, 009), Notch (Jia *et al.* 2007; Rowan *et al.* 2008; Le *et al.* 2009; Saravanamuthu *et al.* 2009, 2012), and TGF-β (Saika *et al.* 2001; Beebe *et al.* 2004) signaling in mouse demonstrated a number of specific roles of these signaling pathways in lens fiber cell differentiation. Recent studies using chick lens epithelial cells generated data suggesting a specific cross-talk between FGF and BMP signaling (Boswell *et al.* 2008a,b) and its requirement for cell-cycle exit of lens cells *in vivo* (Jarrin *et al.* 2012). Finally, human embryonic stem cells can be differentiated into lens progenitor-like cells by the use of a combination of BMP4, BMP7, and FGF2 (Yang *et al.* 2010). In this system, FGF2 was both essential and sufficient for the formation of more differentiated structures, the lentoid bodies (Yang *et al.* 2010).

Nevertheless, given the complexity of these pathways, additional studies on the lens fiber differentiation are needed to understand hierarchy and contribution of these molecular networks to the lens fiber cell differentiation (Smith *et al.* 2010). Lens-specific inactivation of Dicer1 in the prospective lens placode demonstrated that miRNAs plays multiple functions during lens formation (Li and Piatigorsky 2009). In a genome-wide study, authors identified the expression of at least 20 miRNAs in mouse lens (Karali *et al.* 2010); however, additional miRNAs expressed in the lens remain to be discovered. In terms of individual miRNAs, it has been shown recently that miR-204 controls multiple aspects of lens formation and differentiation and its expression is Pax6-dependent (Conte *et al.* 2010; Avellino *et al.* 2013; Shaham *et al.* 2013). Two specific miRNAs (miR-7a and miR-9) regulate expression of Pax6 during mouse neurogenesis (Shibata *et al.* 2011; de Chevigny *et al.* 2012; Zhao *et al.* 2012). Although Pax6 has been established as a key regulator of lens differentiation (Cvekl and Piatigorsky 1996; Shaham *et al.* 2012), roles of these and other miRNAs in the lens are at present unknown (Conte *et al.* 2013).

Differentiation of cultured rat lens explants has been used as a powerful system to study mammalian lens fiber cell differentiation for over two decades (McAvoy and Chamberlain 1989; Zelenka *et al.* 2009; West-Mays *et al.* 2010). Different concentrations of FGF2 induce proliferation, migration, and terminal differentiation of lens explants. At 50−100 ng/mL of FGF2, this system recapitulates major features of lens fiber cell differentiation, including cell elongation, expression, and accumulation of crystallins in approximate synchrony during a period of days to weeks, and gradual degradation of cytoplasmic organelles including the nuclei (McAvoy and Chamberlain 1989; Zelenka *et al.* 2009). Herein, role of miRNAs during lens fiber cell differentiation was assessed *in vivo* through conditional inactivation of Dicer1 using lens-specific Cre driver. The range and spectrum of FGF2-dependent responses in the differentiating lens explant system were evaluated through integrated mRNA and miRNA expression profiling. The results of present studies are applicable not only for lens fiber cell differentiation but also for understanding how FGF signaling could regulate cellular differentiation in other systems.

## Materials and Methods

### Conditional inactivation of Dicer1 in the lens

Dicer1^flox/flox^ mice (Harfe *et al.* 2005) were mated with MLR10-Cre transgenic mice (Zhao *et al.* 2004), and the progeny were crossed to generate litters containing homozygous floxed alleles and heterozygous for Cre transgene. Mice genotyping was performed as we described previously (Davis *et al.* 2011). At noon, the vaginal plug was observed and was considered as E0.5 of embryogenesis. Animal husbandry and experimental procedures were conducted in accordance with the approved protocol of the Sackler School of Medicine Animal Institute Committee and the ARVO Statement for the use of animals in Ophthalmic and Vision Research.

### Antibodies and histological analysis

Animals were killed by CO_2_, and either the embryos were dissected from pregnant females or whole eye balls were removed from postnatal animals. Tissues were then fixed in 10% neutral buffered paraformaldehyde overnight at 4°, processed, and embedded in paraffin. Paraffin sections (10-μm) were stained with hematoxylin and eosin using standard procedures. Immunofluorescence analysis was performed on paraffin sections as previously described (Ashery-Padan *et al.* 2000) using the following primary antibodies: rabbit anti-Crystallin γ (1:50, sc-22764; Santa Cruz Biotechnology, Inc.), rabbit anticleaved caspase 3 (1:300, #9661; Cell Signaling Technology) and mouse anti-E-cadherin (1:250, #6101982; BD). Secondary antibodies were conjugated to Alexa488/594 donkey anti-mouse/rabbit (1:1000, A-21202/ A-21207; Invitrogen) or Alexa488 donkey anti-mouse/goat (1:1000, A-21202/A-11055; Invitrogen). Nuclei were visualized with 4′,6-diamidine-2-phenylidole-dihydrochloride (DAPI, 0.1 μg/ml; Sigma-Aldrich, St. Louis, MO).

### Rat lens explants, oligonucleotide microarrays, and mRNA expression profiling

Primary rat lens explants were prepared using 3-d-old rat lenses as described elsewhere (Zelenka *et al.* 2009). Six explants were seeded per dish, grown overnight in the presence of 5 ng/mL FGF2 to promote their proliferation and survival, and induced to differentiate by a concentration of 100 ng/mL FGF2 (Sigma-Aldrich). After the treatments, the lens explants were stored in RNA Later (Ambion, Woodlands, TX). RNA isolations were performed using the RNeasy Mini and miRNeasy Kits and RNase-Free DNase set and (QIAGEN, Valencia, CA). RNA quality was assessed using the Agilent 2100 Bioanalyzer with the Nano LabChip Kit (Agilent Technologies; Palo Alto, CA) following the manufacturer’s instructions. Two sets of RNAs from different cultures were prepared for the microarray analyses. cDNA synthesis and amplifications were performed with Ovation RNA Amplification System V2 (Nugen, San Carlos, CA) using 50 ng of total RNA per sample. Amplified cDNAs were cleaned and purified with DNA clean and Concentrator -25 kit (Zymo Research, Orange, CA). Fragmentation and labeling was performed using the FL Ovation cDNA Biotin Module V2 (Nugen) according to manufacturer’s instructions. The two sets of samples were subsequently hybridized on Rat Genome 430A 2.0 Arrays (Affymetrix, Santa Clara, CA) following the manufacturer’s specification.

### miRNA profiling

Aliquots of identical total RNA biological duplicate preparations used for Affymetrix GeneChip profiling were used for miRNA profiling using the TaqMan Low-Density Array System (TLDA; Life Technologies). We converted the miRNA contents in 50 ng of total RNA to cDNA using the Megaplex RT pool system, preamplified it using the Megaplex Preamp Primers, and analyzed it on TaqMan Array Rodent MicroRNA cards A and B, version 2, using the ABI 7900HT SDS qPCR system. The resulting profiles were normalized to the *C*_t_ values of the internal mammalian U6 probe. The normalized profiles were imported to GeneSpring GX11 (Agilent, Santa Clara, CA) for further analysis.

### Bioinformatic tools and statistical filtering of mRNA microarray and miRNA TLDA results

Time−course analysis of FGF2 response was performed in biological duplicate sets (n = 2) of each time point. Robust multichip average−normalized intensities (http://rmaexpress.bmbolstadcom) were extracted from Affymetrix CEL files. Analysis of variance (*P* < 0.05) and Pavlidis Template Matching using the TIGR Multiexperiment Viewer of the TM4 (Saeed *et al.* 2003) were used to identify reproducibly modulated transcripts and patterns of inverse correlation with the time-matched miRNA profiles. The miRNA data were analyzed by self-organizing maps, a semisupervised analysis tool available from the TM4 TIGR Multiexperiment Viewer to determine major miRNA expression profile groups. Primary data from this study were deposited in the NCBI Gene Expression Omnibus database under accession number GSE50604. The Gene ontology (GO) and KEGG pathway functional annotations were performed using the NIH web-based tool DAVID (the Database for Annotation, Visualization and Integrated Discovery; Huang da *et al.* 2009).

### Identification of miRNA targets

The targets of modulated miRNAs in the modulated mRNA set were identified by a combination of an R script interphasing with TargetScan 5.0 to import predicted targets and by integrated prediction databases in miRWalk (Dweep *et al.* 2011). The inverse miRNA:mRNA target correlation patterns were determined using the miRNA analysis tool in the Ingenuity Pathway Analysis software (Ingenuity Systems, Redwood City, CA). Overall connectivity of each miRNA with its gene targets and of each target gene with upstream miRNA regulators was calculated and used for ranking of the top miRNA-dependent genes that were then visualized as reduced complexity networks using the Cytoscape software (Cline *et al.* 2007; Smoot *et al.* 2011).

### Transient transfections and luciferase reporter assays

TargetScan was used to identify binding sites in approximately the 3-kb mouse c-Maf 3′-UTR region. The wild-type and mutated DNA fragments were synthesized by Genescript (Piscataway, NJ) and subcloned into the pMIR-REPORT luciferase vector (part number: AM5795; Applied Biosystems). Mouse αTN4-1 lens epithelial cells were cultured as described elsewhere (Yang and Cvekl 2005). The transfection were performed using Lipofectamine 2000 (Invitrogen) with 150 ng of 3′-UTR reporter construct, 20 ng of *Renilla* luciferase normalization vector, and 10 pmol of miRNA (miR) mimics (QIAGEN). The miRNA mimics are double-stranded RNAs that resemble mature miRNAs after being transfected into cells. After the transfection, cells were grown for 24−30 hr. The cell lysis and the reporter activities were conducted as described by Promega’s Dual-Luciferase Reporter Assay System. Each transfection was conducted as triplicate and repeated twice.

### miRNA *in situ* hybridization (ISH)

miRNA ISH was performed as described previously (Karali *et al.* 2010). For detection of the mature miRNA sequence, 5′DIG prelabeled miRCURY LNA miRNA Detection Probes (Exiqon, Vedbaek, Denmark) were used at a final concentration of 50 nM. Probes were hybridized at 42°. For miRNA ISH, hsa-miR-20b miRCURY LNA detection probe (working concentration 7 nM, Exiqon) was hybridized to frozen sections as described previously (Shaham *et al.* 2013).

## Results

### Targeted deletion of Dicer1 causes multiple lens developmental abnormalities

Previous conditional inactivation of Dicer1 at the lens placode stage (*Dicer1^flox/flox^;LeCre*) supports the requirements for miRNAs during lens development (Li and Piatigorsky 2009). However, in *Dicer1^flox/flox^;LeCre* mutants, the lens epithelium was diminished at embryonic day 14.5 (E14.5), and lens tissue was lost by postnatal day 0 (P0), thus providing limited insight on the potential role of miRNAs during lens fiber differentiation. To substantiate the role of miRNAs during secondary fiber differentiation, we inactivated *Dicer1^flox^* by using the *MLR10-Cre* line, which is active after primary fibers formed and before the onset of secondary fiber differentiation (Zhao *et al.* 2004; Harfe *et al.* 2005; Shaham *et al.* 2009). Consistent with the later onset of MRL10-Cre and the stability of miRNAs, the phenotype of *Dicer1^flox/flox^;MLR10-Cre* lens was evident from around E16.5 with elevation of apoptosis in mutant lens based on the presence of cleaved caspase 3, which is not detected in the control littermates (Figure 1, B and E; *Dicer1^flox/flox^*). We did not detect any significant change in expression of γ-, αA-, αB-, and β-crystallins (Figure 1, C and F and data not shown). Thus, miRNAs appear to be essential for survival of lens cells, although their role in gross regulation of crystallin genes is probably not substantial at E16.5.

**Figure 1:**
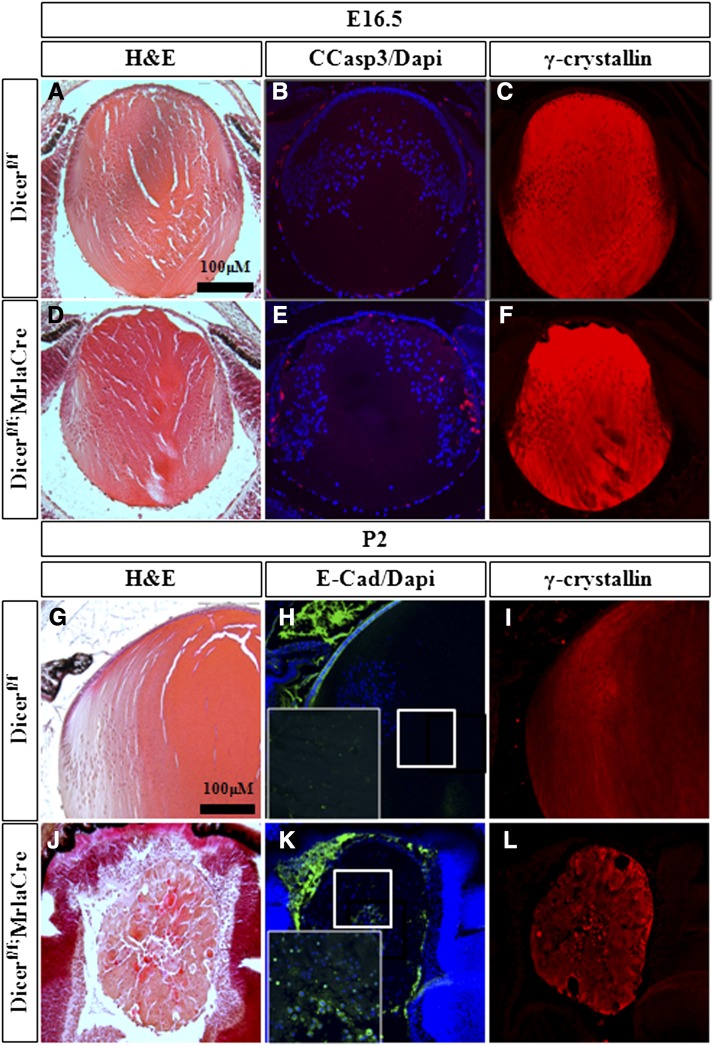
Lens fiber cell differentiation is disrupted upon conditional inactivation of Dicer1. Analysis of lens development at E16.5 (A−F) and P2 (G−L). in control *Dicer1^flox/flox^* (A−C, G−I) and *Dicer1^flox/flox^*; *MLR10-Cre* mutant (D−F, J−L). The analysis presented includes hematoxylin and eosin staining (A, D, G, J), immunofluorescence staining for cleaved caspase 3 (B, E), E-cad (H, K), and γ-crystallins (C, F, I, L). Scale bar = 100 μm.

The lens phenotype of the *Dicer1^flox/flox^;MLR10-Cre* was prominent during later stages of development. At postnatal day 2 (P2), the *Dicer1^flox/flox^;MLR10-Cre* lens fiber morphology was disrupted (Figure 1, G and J), and lens epithelium was diminished on the basis of reduced expression of E-cadherin (Figure 1, H and K). In addition, the *Dicer1^flox/flox^;MLR10-Cre* lens fiber cells, although expressed several crystallins (not shown), failed to properly elongate. In contrast to the organelle-free zone that is apparent in the control lenses (inset of DAPI staining; Figure 1, H and K), the nuclei in Dicer1-depleted lenses were retained. These results demonstrate that Dicer1, and, inferring from it, miRNAs, are required for survival of the lens epithelium and for terminal differentiation of lens fiber cells. These roles for miRNAs raise the possibility that there is a functional link between FGF signaling as a major pathway that controls lens fiber cell differentiation, survival of lens cells, and miRNA-dependent lens morphogenesis. To address this link experimentally, we used an *in vitro* differentiation system that allows systemic analysis of these processes.

### RNA/transcriptome and miRNA/miRNome expression profiling: a global analysis

Previous studies in which investigators used the rat lens explant system showed that early features of lens fiber cell differentiation, such as exit from the cell cycle and expression of α-crystallins, are detectable within the interval of 12−24 hr after the treatment of cells with 100 ng/mL FGF2 (Leenders *et al.* 1997; Golestaneh *et al.* 2004; O’Connor *et al.* 2008). Thus, we selected 2, 4, 12, and 24 hr as individual time points after the treatment for the global RNA expression analysis to identify changes in transcriptome and miRNome profiles related to the “early” response phase, such as regulation of the cell cycle exit (2 and 4 hr), followed by “later” response phase, including the onset of lens cell differentiation (12- and 24-hr time points), respectively. As described in the section *Materials and Methods*, the explants were first grown overnight in the presence of a low concentration of 5 ng/mL of FGF2 to support their proliferation and survival (Zelenka *et al.* 2009). 

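Gene expression was measured in lens explants of 3-day-old rats, pieces of lens capsule with the attached epithelial cells, kept at 6 explants per dish. All explants spent a night at 5 ng/mL FGF2, which is the 0 hr time point, and then received 100 ng/mL FGF2 for 2, 4, 12, or 24 hr. Each time point has 2 arrays, so 10 arrays in all, and 31042 probe sets of each array were tested, leaving out 57 array controls. A gene symbol was assigned to 20826 probe sets, which stand for 14217 genes, while 436 probe sets carry several symbols and 9780 carry none. The authors normalized the arrays by the robust multichip average (RMA) and the values are on a linear scale, with medians between 98.0 and 100.3 per array. These values were taken to log2, 1 mean per time point was fitted to each probe set over all 10 arrays with limma, and a transcript was called up- or down-regulated at a Benjamini-Hochberg adjusted p under 0.05. The fit leaves 5 residual degrees of freedom, so each log2 fold change below carries a standard error that is shared by the 4 time points of a transcript. The fold changes of 30 probe sets in File S4 differ from those computed from the arrays by at most 5.9e-06. The array type read from the array names in File S4 and from the number of probe sets is not the one the text names, and the sample labels name another RNA kit than the text does. No explants kept at the lower dose for the same hours were on the arrays, so the dose and the hours in culture cannot be told apart. The array names also place the 2 and 4 hr arrays in a run far from the others, and the 0 hr arrays outside the run of the 12 and 24 hr arrays, so that only the differences between 2 and 4 hr and between 12 and 24 hr lie within a run. The SD of the log2 difference between replicate arrays was 0.29 at 2 hr and 0.30 at 4 hr, against 0.16 at 0 hr, 0.17 at 12 hr and 0.21 at 24 hr.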

Two sets of biological replicates were used for DNA microarray hybridization with the Affymetrix Rat Genome 430A 2.0 Arrays. The statistical and bioinformatics analyses were performed as described in the section *Materials and Methods*. Initially, we identified 5544, 4827, 4432, and 5347 differentially expressed transcripts between the differentiating and control lens cells at 2-, 4-, 12-, and 24-hr time points from a total number of over 22,000 rat genes represented on the array, respectively. 

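The largest rises at 2 hr were those of Nptx1, which encodes a synaptic pentraxin (1370517_at, log2 fold change 5.47, standard error 0.32, n = 2 arrays per time point, adjusted p = 5.5e-05 from limma), of the neurofilament gene Nefm (5.15, standard error 0.36) and of Egr2, an immediate early zinc finger factor (5.07, standard error 0.25). At 4 hr Nefm stood at 5.87, Nptx1 at 5.46 and the chemokine gene Ccl20 at 5.24. At 12 and 24 hr the glutamate receptor gene Gria2 rose by 6.21 and 6.51 on the log2 scale (standard error 0.54), the keratin gene Krt12 by 5.25 and 4.76, the sodium channel subunit Scn3b by 4.34 and 6.35, and the fibrillin gene Fbn2 by 4.53 and 4.52. Igfbp5, which encodes a binding protein of insulin-like growth factors, fell at 12 and 24 hr, at −4.93 and −5.26 (standard error 0.40), as did the cadherin-related gene Cdhr1, at −4.30 and −5.15, and the olfactomedin gene Olfm3, at −4.16 and −4.85. The transcription factor Klf15 fell at 2 and 4 hr, at −2.91 and −2.76 (standard error 0.18). Of 26 immediate early genes, a list fixed before the data were examined like the other lists that the paper did not choose, 20 rose at 2 hr and 17 at 4 hr while none fell (21 and 19 rose and 1 fell at each time when adjusted over the list alone). Among them Egr1 stood at 2.54 and 2.46 (standard error 0.10) and the nuclear receptor Nr4a1 at 3.42 and 2.63 (standard error 0.32). Of 22 genes of inflammation and secreted proteases, 14 rose at 2 hr, and at 4 hr 15 rose and 1 fell (15 at 2 hr, and 16 with 1 fall at 4 hr, when adjusted over the list alone), including the chemokine Ccl2 at 4.35 and 4.68 and the urokinase receptor Plaur at 3.02 and 2.32. The competitive set test camera gave the immediate early genes an adjusted p of 3.6e-14 at 2 hr and 1.2e-08 at 4 hr at its preset correlation, and the genes of inflammation and proteases 1.2e-08 at both times. With an estimated correlation the adjusted p was 0.28 and 0.43 for the immediate early genes and 0.22 at both times for the other list, so neither passed. On the same 2 and 4 hr arrays the 5S rRNA controls read 183 to 209, against 112 to 154 on the other arrays. Of the 31042 probe sets tested, 2672 rose and 2755 fell at 2 hr, 3692 rose and 3693 fell at 4 hr, 2775 rose and 3111 fell at 12 hr, and 2885 rose and 3379 fell at 24 hr. These sums, 5427, 7385, 5886 and 6264, were 1928, 3973, 2980 and 3029 without 0 hr replicate 1, and 2136, 4016, 2879 and 3135 without 0 hr replicate 2. Without 12 hr replicate 1 or 2 the count at 12 hr was 3081 or 2936, and without 24 hr replicate 2 the count at 24 hr was 3401. At 12 hr a fit of only the groups of the contrast called 9205, the methods' analysis of variance with unadjusted P on those groups 9031, and array quality weights, chosen after the data were seen, 9845. Unadjusted p from limma called 9496, 9467 and 9876 at 2, 12 and 24 hr, and the Actb ratio as a covariate, also chosen after the data were seen, left 2457 at 2 hr.

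**Figure D1:**
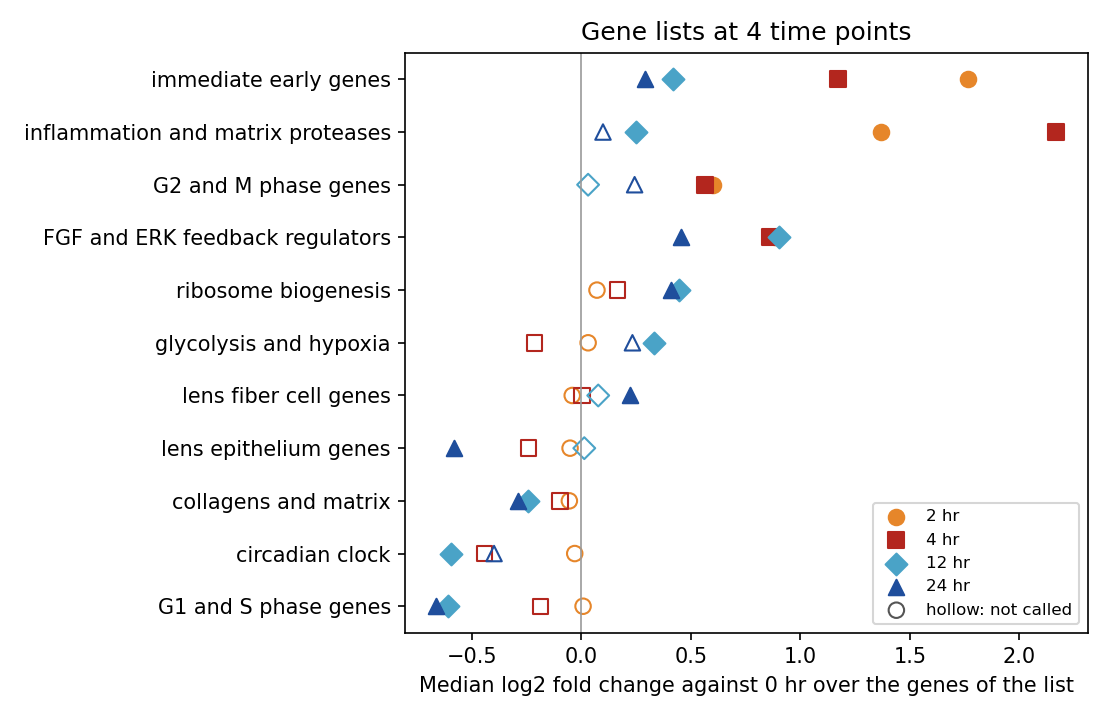
Median log2 fold change against 0 hr of the genes of 11 lists at 2, 4, 12, and 24 hr, with filled markers for the list and time pairs called by camera at its preset correlation and hollow markers for the others; with an estimated correlation none of the 160 pairs of a list and a time was called by camera. The immediate early genes had the medians 1.77 at 2 hr and 1.17 at 4 hr, and the genes of inflammation and proteases 1.37 and 2.17.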

Notably, the number of genes decreased by approximately 40% in each category if a fold-change cut off (at least 1.25-fold up- or down-regulation) was applied (see Table 1). 

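Transcripts of the early phase, whose mean over 2 and 4 hr differed from 0 hr, numbered 3438 rises and 3537 falls at a fold change of at least 1.25, and those of the late phase (12 and 24 hr) 2933 rises and 3501 falls. The early rises included Gem, a small GTPase (log2 fold change 3.87 at 2 hr and 3.80 at 4 hr), and Rab20, a vesicle traffic GTPase (3.77 and 4.14, standard error 0.16, n = 2 arrays per time point). Chga, which encodes a secretory granule protein, rose late (4.15 at 12 hr and 4.04 at 24 hr, standard error 0.25), as did the protocadherin Pcdh10 (3.71 and 4.50). Selenop, a selenium transport protein, fell late (−2.96 and −3.86, standard error 0.30). The median of the early rises was 0.55 at 2 hr and 0.68 at 4 hr, and that of the early falls −0.53 and −0.62. The median of the late rises was 0.60 at both 12 and 24 hr, and that of the late falls −0.62 and −0.64. At single time points, the 1.25-fold requirement left 5276 transcripts at 2 hr, 7105 at 4 hr, 5738 at 12 hr and 6082 at 24 hr, and so removed 2.78, 3.79, 2.51 and 2.91% of those called by limma. Under unadjusted p from limma it removed 21.4, 18.7, 19.9 and 19.9%. The share was 30.5, 27.9, 31.7 and 32.1% under the methods' analysis of variance with unadjusted P, run on the groups of the contrast alone. At any of the 4 times 12676 transcripts were called, 12347 of them with the 1.25-fold requirement, 1246 were called at all 4 times, and 864 were called up at 1 time and down at another. Without 0 hr replicate 1 the early rises, early falls, late rises and late falls numbered 1872, 1693, 1540 and 1883, and without 0 hr replicate 2 they numbered 1992, 1796, 1647 and 1842. Requiring calls at both time points of a phase, a stricter rule, also lowered each of these classes. The Actb 5'/3' ratio as a covariate, chosen after the data were seen, lowered the number of early falls.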

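The arrays of 0 hr, of 2 and 4 hr, and of 12 and 24 hr formed 3 separate groups. The array names part the arrays in the same way, so the run and the time cannot be told apart in this grouping. The first principal component of the 31042 probe sets held 49.0% of the variance and the second 24.4%. On the first, the mean of the 2 arrays was −7.51 at 0 hr, −46.8 at 2 hr and −35.4 at 4 hr, against 39.6 at 12 hr and 50.2 at 24 hr. On the second, the 0 hr arrays stood apart at 51.6, and the other times lay between −30.0 and −2.93. Over all probe sets, the mean of the 2 hr arrays lay 51.2 from that of the 4 hr arrays, and the mean of the 12 hr arrays 50.8 from that of the 24 hr arrays. The 2 and 4 hr means lay 75.0 and 87.0 from 0 hr, and the distances between an early and a late time ranged from 82.9 to 100.3. The 2 replicate arrays of a time lay 28.3 (0 hr), 50.8 (2 hr), 52.8 (4 hr), 29.9 (12 hr) and 37.6 (24 hr) apart. Cutting the clustering tree of the arrays into 2 groups joined 0 hr with 2 and 4 hr and left 12 and 24 hr as the other group.

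**Figure D2:**
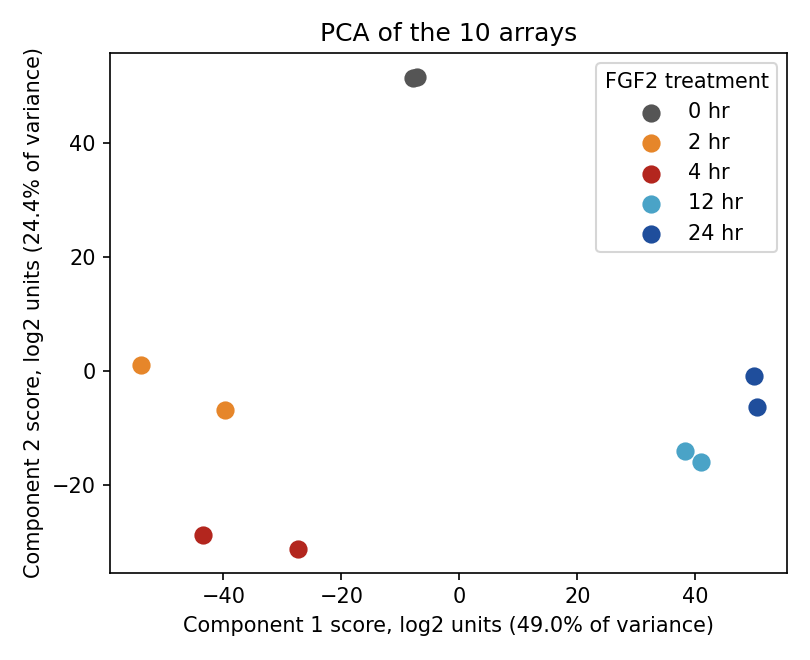
Scores of the 10 arrays on the first and second principal components of the log2 values, 1 point per array, coloured by hours at 100 ng/mL FGF2. The 2 and 4 hr arrays lie at negative and the 12 and 24 hr arrays at positive scores of the first component, which holds 49.0% of the variance. The array names place these sets of arrays in separate runs.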

Principal component analysis (PCA) of the data revealed a dramatic shift between time points 0 and 2 hr followed by a stairway-like climb into a novel transcriptome state of cells treated for 12 and 24 hr (see Figure 2A). Unsupervised hierarchical clustering of those 11,439 individual probe sets/transcripts identified a series of blocks of coregulated transcripts (see Figure 2B). 

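Transcripts that rose at both 2 and 4 hr numbered 2034. Of these, 469 (23.1%) also rose at both 12 and 24 hr, 983 (48.3%) were called at neither late time, 54 fell at both, and 528 showed a mixed course. Fst, which encodes the activin and BMP antagonist follistatin, stayed high, at log2 fold changes of 3.26, 2.87, 3.40 and 4.31 over the 4 times (standard error 0.40, n = 2 arrays per time point). Chac1, a glutathione-degrading enzyme of the stress response, stood at 4.37 and 4.25 at 2 and 4 hr and was not called later (0.43 and 0.54, standard error 0.44). Ccl2, at −0.76 at 12 hr, fell to −2.88 by 24 hr (standard error 0.42), below its level before the higher dose. The log2 5'/3' ratio of the GAPDH controls was −0.30 to −0.17 on the 2 and 4 hr arrays and −0.14 to 0.00 on the others, so a transcript raised at 2 and 4 hr alone is raised on the arrays that differ in this ratio.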

The major blocks included groups of transcripts up-regulated at 2 and 4 hr that either stayed up-regulated or were down-regulated. Conversely, other blocks contained transcripts down-regulated at the “early” time points, followed by their continuous down-regulation or restoration, *i.e.*, return to their original expression levels. Both the PCA and hierarchical clustering identified notable similarities between transcript levels at the either “early” or “late” response phases after the treatment with FGF2. Therefore, we concluded that gene expression profiles between “early” and “late” response phases are markedly different and likely represent distinct cellular processes elicited by FGF2.

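Transcripts that fell at both 2 and 4 hr numbered 2020, of which 642 (31.8%) also fell at both 12 and 24 hr, 862 (42.7%) were called at neither, 61 rose at both, and 455 showed a mixed course. Gadd45g, a growth arrest and DNA damage gene, fell throughout, at log2 fold changes of −2.30, −2.17, −1.97 and −1.49 (standard error 0.19, n = 2 arrays per time point). Tef, a transcription factor of the circadian output, also fell at the 4 times, at −1.04, −1.40, −1.36 and −0.75 (standard error 0.09). Cdkn1b, which encodes the cyclin-dependent kinase inhibitor p27, fell at 2 and 4 hr at 1 probe set (1369192_at, −1.19 and −1.51, standard error 0.18), where it was not called at 12 and 24 hr (−0.16 and −0.44). At its other, brighter probe set (1373812_at) Cdkn1b fell less at 2 and 4 hr, at −0.56 and −0.62 (adjusted p = 0.028 and 0.013 from limma), and was still lower at 24 hr, at −0.52 (adjusted p = 0.033). The mean log2 5'/3' ratio of the Actb controls was −1.91 at 2 hr and −1.72 at 4 hr, against −1.17 at 0 hr, −1.36 at 12 hr and −1.81 at 24 hr.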

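The fold changes at 2 and 4 hr resembled each other, as did those at 12 and 24 hr. By the array names each of these pairs also shares a run, and a shift of a run would move both its times alike. Both 2 and 4 hr showed the 2034 rises given above where 318 would be shared by chance if the times were independent, and 2020 shared falls against 328, while 25 transcripts went opposite ways. For 12 and 24 hr, 1672 rises were shared against 258 by chance and 2159 falls against 339, and 26 transcripts went opposite ways. Across an early and a late time, 665 to 1330 rises were shared and 253 to 510 transcripts went opposite ways. Across probe sets, which are not independent replicates, Pearson's r of the log2 fold changes was 0.81 for 2 and 4 hr and 0.82 for 12 and 24 hr, and lay between 0.23 and 0.53 for an early and a late time. Since all times share the 0 hr arrays, times with no change at all gave 0.50 on simulated arrays. The chance counts above take no account of the shared arrays. Where many transcripts change, 0.50 is no reference for these values of r. The covariance of the fold changes was 0.014 on the simulated arrays. It was 0.17 for 2 and 4 hr, 0.19 for 12 and 24 hr, and 0.049 to 0.13 for an early and a late time. Within the early phase, the clock factor Npas2 was higher at 4 than at 2 hr by 3.11 (standard error 0.09, n = 2 arrays per time point, adjusted p = 6.0e-06 from limma), and Errfi1, an inhibitor of the EGF receptor, was lower at −2.43 (standard error 0.15). Within the late phase, the cell adhesion gene Nrcam was higher at 24 than at 12 hr by 1.96 (standard error 0.19), and the asparagine synthetase gene Asns was lower at −2.49 (standard error 0.20). Between 2 and 4 hr 694 transcripts rose and 465 fell, 1159 in all, and between 12 and 24 hr 689 rose and 659 fell, 1348 in all. Without 1 array the first sum was 627 (2 hr replicate 2), 694 (either 0 hr array), 726 (either 12 hr array), 762 (4 hr replicate 1) or 1746 (4 hr replicate 2). The second was 794 without either 0 hr array, 297 or 180 without 12 hr replicate 1 or 2, and 582 or 479 without 24 hr replicate 1 or 2. A fit of only the groups of the contrast called 12 between 2 and 4 hr and 1920 between 12 and 24 hr, and array quality weights, chosen after the data were seen, 447 and 2864.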

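Ccl2 was lower in the late than in the early phase by the most among the genes named here, with a late minus early log2 difference of −6.34 (standard error 0.30, n = 4 arrays per phase, adjusted p = 4.1e-06 from limma). Igfbp5 differed by −5.44 (standard error 0.28) and Nptx1 by −4.48 (standard error 0.23). In the other direction, Scn3b was higher in the late phase by 5.32 (standard error 0.24), Gria2 by 4.99 (standard error 0.38) and Fbn2 by 4.01 (standard error 0.14). Between the 2 phases 12164 of the 31042 probe sets differed, of which 6184 were higher and 5980 were lower in the late phase, and 9127 of them differed by at least 1.25-fold. The array names place the 2 phases in separate runs, so the phase and the run cannot be told apart in this difference. From the grouping of the time points in the principal components and in the clusters of transcripts, the paper reasons that the profiles of the 2 phases differ markedly, and it proposes that FGF2 acts on separate cellular processes in each.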

**Table 1:** Global analysis of RNAs, miRNAs, and miRNA:mRNA pairs

mRNA Profile	mRNA PTM/FC > 1.25, n	miRNAs	miRNAs, n	miRNA-Regulated mRNAs (FC > 1.25)	Inversely Regulated miRNA:mRNA sets*^a^*)
Early down	3051	Early up	50	665 (22% down)	Early miRNA:mRNAs
Early up	3321	Early down	16	376 (11% up)	1041
Late down	3028	Late up	36	458 (15% down)	Late miRNA:mRNA
Late up	2839	Late down	29	380 (13% up)	838

miRNA, microRNA.

a Overlap Early miRNA:mRNA and Late miRNA:mRNA = 99.

**Figure 2:**
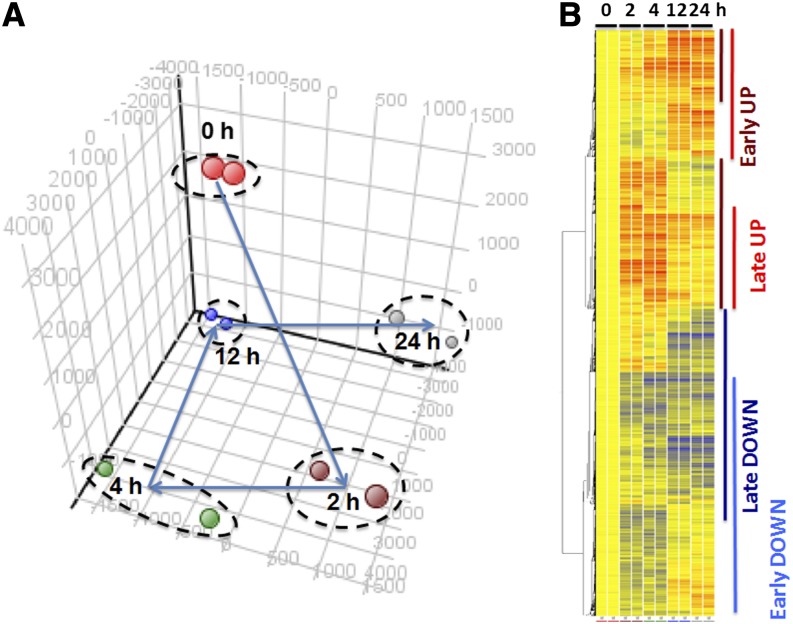
Global analysis of RNA expression data during FGF2-induced lens fiber cell differentiation. (A) PCA of the RNA expression data. (B) Clustering of RNA expression profiles visualized as heat map diagram. Vertical bars: “Early UP” group, dark red; “Late UP” group, red; “Early DOWN” group, light blue; “Late DOWN” group, dark blue. The analysis of miRNAs is shown in Figure S1.

miRNA profiling was evaluated simultaneously using the rodent TLDA v2 ABI system at the same time points. The initial analysis revealed a total number of 204 up- and down-regulated miRNAs. Individual expression profiles of these miRNAs were preanalyzed by self-organizing maps followed by template matching on duplicate temporal profiles to identify the main miRNAs expression profiles (see Supporting Information, Figure S1). Like for the transcript analysis, both up- and down-regulated miRNAs clustered into blocks of coregulated miRNAs. For follow-up studies, we focused on those miRNAs that were modulated in at least two time points and this selection led to a list of 131 miRNAs that were subsequently analyzed (see File S1). These 50, 16, 36, and 29 individual miRNAs were classified as “early-up,” “early-down,” “late-up,” and “late-down,” respectively (Table 1). Table 2 shows a complete list of these 131 miRNAs and their temporal classification. Analysis of their fold-changes revealed that 38 (29%), 45 (34%), and 47 (35%) of these miRNAs were induced at least 3-fold, between 2- to 3-fold, and reduced by at least a factor of 2, compared with the zero time point, respectively. Taken together, the miRNome and transcriptome data suggest that the FGF2-mediated modulation of the miRNome may have a significant impact on the posttranscriptional regulation of the lens transcriptome that governs lens differentiation.

**Table 2:** A complete list 131 FGF2-regulated miRNAs and their expression profile classification

Class	Member miRNA
Early UP (n = 50)	let-7f, let-7i*, miR-100, miR-129-3p, miR-133b, miR-134, miR-137, miR-154*, miR-17-3p, miR-186*, miR-191*, miR-193*, miR-200c, miR-205, miR-21*, miR-219, miR-219-1-3p, miR-23a*, miR-27a*, miR-27b*, miR-29a*, miR-29b*, miR-31, miR-31*, miR-323-3p, miR-328, miR-333, miR-336, miR-342-5p, miR-362-3p, miR-376a, miR-376b*, miR-377, miR-380-5p, miR-381, miR-382, miR-383, miR-409-3p, miR-411*, miR-421, miR-434-5p, miR-455, miR-463, miR-485*, miR-495, miR-543, miR-667, miR-704, miR-879*, miR-9
Early DOWN (n = 16)	miR-125b-3p, miR-135a*, miR-141, miR-193, miR-296-3p, miR-375, miR-449a, miR-494, miR-503, miR-675-3p, miR-682, miR-685, miR-694, miR-720, miR-801, miR-804
Late UP (n = 36)	miR-106a, miR-10a, miR-132, miR-135b, miR-138*, miR-152, miR-155, miR-181a, miR-182, miR-184, miR-191, miR-203, miR-21, miR-210, miR-222, miR-290-5p, miR-296-5p, miR-298, miR-29a, miR-29b, miR-29c, miR-324-3p, miR-324-5p, miR-329, miR-345-3p, miR-34a, miR-34b-3p, miR-369-3p, miR-376b, miR-376c, miR-379, miR-449c, miR-708, miR-345-3p, miR-743a, miR-758
Late DOWN (n = 29)	let-7g*, miR-106b*, miR-125a-3p, miR-125b-5p, miR-126-3p, miR-142-3p, miR-142-5p, miR-143, miR-145, miR-197, miR-20b, miR-214, miR-214*, miR-217, miR-297c, miR-301a, miR-339-5p, miR-342-3p, miR-496, miR-539, miR-542-3p, miR-542-5p, miR-672, miR-690, miR-7a, miR-7b, miR-339-3p, miR-351, miR-450a

Note: The star (*) labeled miRNA* represents the complementary (“passenger”) strand formed during the duplex cleavage that produces the 21-nt long mature miRNA (the guide strand). FGF2, fibroblast growth factor 2; miRNA, microRNA.

To test this hypothesis, candidate miRNA targets were identified *in silico* through a combination of TargetScan 5.0 and integrated prediction databases in miRWalk and by inverse miRNA:mRNA correlation patterns as described in the section *Materials and Methods*. Initially, we performed analysis in four groups corresponding to the individual time points, 2, 4, 12, and 24 hr. We found that the “early” and “late” miRNA:mRNA pairing revealed almost identical sets of miRNAs. Thus, for simplification of the subsequent analyses, we formed two groups: “early” and “late.” In the “early” group, 50 up-regulated miRNAs were linked to 665 target mRNAs down-regulated in the system as shown in Table 1. Similarly, 16 down-regulated miRNAs were connected with 376 up-regulated target mRNAs. In “late” group, 36 up- and 29 down-regulated miRNAs were linked with 458 and 380 inversely correlated mRNAs, respectively. Collectively, we identified a total number of 1041 and 838 mRNAs that are possibly regulated by FGF2-dependent miRNAs (Table 1) in the “early” and “late” response phases during FGF2-induced lens differentiation process, respectively.

The miRNA:mRNA correlations were further quantitatively evaluated by calculating the Pearson product moment correlation coefficient (R) for all four miRNA:mRNA sets. The R values (see Figure 3) range from −0.695 to −0.942, indicating that the experimental system contains inversely correlated miRNA:mRNA pairs. In addition, these graphs confirmed that up-regulated miRNAs at both “early” time points returned to their original expression levels between 12 and 24 hr (Figure 2, early modulation). Similarly, “late” modulated miRNAs influence transcript levels at both 12 and 24 hr after the initial treatment. Collectively, the *in silico* analysis suggested four sets of miRNA-regulated mRNA, including a total number of 1879 transcripts. Among them, a minor fraction of 99 (5.3%) are transcripts changed at both “early” and “late” stages. Taken together, these analyses further confirm the data shown in Figure 2 indicating that the processes induced by FGF2 are substantially different at the “early” and “late” phases of the differentiation.

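Of the 3438 early and 2933 late rises, 1082 were shared, and of the 3537 early and 3501 late falls 1432 were. Both phases are set against the same 0 hr arrays, which favours shared directions: unchanged times gave r = 0.50 between their fold changes on simulated arrays. That value holds for times without any change, and how much of the sharing here comes from the 0 hr arrays was not tested. Opposite courses were taken by 210 transcripts that rose early and fell late, and by 200 that fell early and rose late. Tent5a, a poly(A) polymerase gene, rose in both phases, at log2 fold changes of 3.26, 2.75, 4.49 and 3.71 over the 4 times, and was higher in the late phase by 1.10 (standard error 0.10, n = 4 arrays per phase, adjusted p = 7.9e-05 from limma). Map3k1, a kinase upstream of Jun kinase, fell early (−1.09 and −1.50 at 2 and 4 hr, standard error 0.12, n = 2 arrays per time point) and stood above 0 hr late (0.44 and 0.69). Its call at 12 hr ended without either 0 hr array or either 12 hr array, at adjusted p from 0.10 to 0.16, and no array's omission ended its call at 24 hr. Not called in the other phase were 59.5% of the early rises, 51.3% of the early falls, 53.5% of the late rises and 50.3% of the late falls. A missing call in the other phase does not show a response of 1 phase alone. Over the whole of these classes, with the transcripts called in both phases included, a difference between the phases was itself called for 75.9, 63.4, 75.0 and 63.2%.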

**Figure 3:**
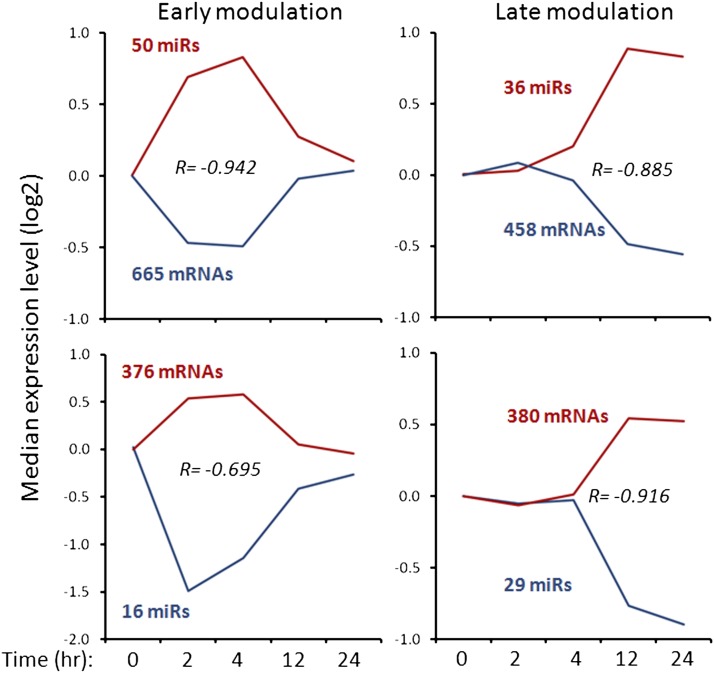
Correlation between RNA and miRNA expression profiles during FGF2-induced lens fiber cell differentiation. Global analysis (Table 1) identified specific up- and down-regulated miRNAs at individual time points followed by computational programs to identify their target genes and analysis of expression profiles of these presumptive RNA targets. Median log2 values for each expression profile group are plotted as representative patterns with the underlying numbers of miRNAs and mRNAs indicated. R = Pearson product moment correlation coefficient indicates inverse correlation between the median-based profiles for miRNAs and mRNAs. The inversely correlated genes are shown in File S1, A and B.

### Initial functional and subcellular analysis of miRNA-regulated mRNAs

The individual genes from the 1041 and 838 gene lists (Table 1) were imported into the GO (Biological Process, Molecular Function, and Cellular Compartment) and KEGG Pathway functional annotations to link the FGF2-regulated/miRNA-dependent genes with the function and subcellular localization. The miRNA-dependent mRNAs distributed primarily among the groups of nuclear proteins, cell-surface receptors, and intracellular signaling proteins (data not shown), suggesting a role for FGF-induced miRNAs as main effectors of rapid remodeling of gene expression programs in response to external stimulus. The GO and KEGG Pathway functional classification identified four “high” GO levels, including Cell Homeostasis, Motility, “Signaling,” and Gene Regulation, and their numerous subcategories (see Figure 4). They include “Regulation of cell death,” “Regulation of cell proliferation,” and “Regulation of cell cycle”; all these categories were shown to be regulated by FGF2 in rat lens cell explants using cell biology studies (Lovicu and McAvoy 2005; Griep 2006; West-Mays *et al.* 2010). The “Cell homeostasis” group contains more than a 3-times greater number of genes in the “early” compared with the “late” response phase. This category includes “Regulation of cell death” and “Regulation of cell proliferation.” These data suggest that FGF2 controls the cell-cycle machinery/survival pathways as soon as the level of FGF2 is increased to induce cellular differentiation (see section below: *FGF2-induced miRNAs are key major regulators of cell-cycle arrest*). In contrast, the “Motility group” is represented in both “early” and “late” stages, the number of regulated genes is ~1.4 greater in the “late” group.

**Figure 4:**
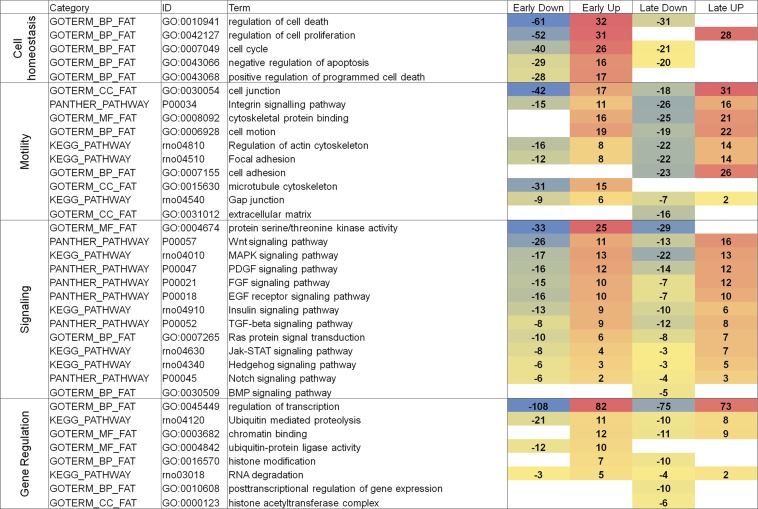
A summary of major GO categories of miRNA targets. Four individual groups of RNA targets (665, 376, 458, and 380; see Table 1) were analyzed by the use of DAVID GO databases and four groups, including Cell homeostasis, Motility, Signaling, and Gene Regulation, related to lens fiber cell biology are shown. Relative levels of down- and up-regulated genes are shown with negative and no sign, respectively. A total number of genes from each of four columns was calculated and used to rank the “GO term” from the greatest to lowest numbers of regulated genes. The individual genes are shown in File S2.

The most notable finding is a global impact of activated FGF signaling toward other signaling pathways, including Wnt, MAPK, platelet-derived growth factor, epidermal growth factor, insulin, TGF-β, Ras protein, Janus kinase and signal transducer and activator of transcription, hedgehog, and Notch, mediated by miRNAs at both “early” and “late” response phases of the lens differentiation cultures. In contrast, only a few genes within the BMP signaling pathway appear be regulated via FGF2-modulated miRNAs (Figure 4). 

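On the mRNA side, of 14 genes that are induced by FGF signaling and restrain it, 8 rose at 2 hr, 9 at 4 hr, 10 at 12 hr and 7 at 24 hr, and 1 fell at 2 hr and 2 at 4 hr, with the same counts when adjusted over the list alone. Spry2 rose at each time, with log2 fold changes of 1.33 at 2 hr and 2.62 and 2.63 at 12 and 24 hr (standard error 0.15, n = 2 arrays per time point), as did Spry4 at 1.70, 1.97, 2.65 and 2.51 (standard error 0.23), and the ERK phosphatase gene Dusp6 at 1.44, 2.25, 2.51 and 2.13 (standard error 0.23). Dusp5, another ERK phosphatase gene, rose by 3.65, 2.48 and 1.47 at 2, 4 and 12 hr on the log2 scale and was not called at 24 hr (0.30, standard error 0.19). Spry1 was at −0.25 at 2 hr, not called, and at −0.48 at 4 hr (adjusted p = 0.046 from limma), a call that ended without any 1 array of 0, 2, 4 or 12 hr (0.056 to 0.21), and it rose by 1.38 and 1.80 at 12 and 24 hr. In camera the list had adjusted p of 0.00017, 0.00071, 4.6e-06 and 0.00024 over the 4 times, and 0.16 at each with an estimated correlation. Of 29 genes of Wnt signaling, 5 rose and 4 fell at 2 hr, 7 and 6 at 4 hr, 3 and 6 at 12 hr, and 4 and 7 at 24 hr (7 and 6, 7 and 9, 5 and 7, and 5 and 8 when adjusted over the list alone), and the list was not called at any time. Among these, Wnt4 rose by 1.38, 3.01 and 1.95 at 2, 4 and 12 hr (0.74 at 24 hr, not called, standard error 0.23), the receptor gene Fzd4 fell, at −1.03, −1.99, −1.77 and −1.94 (standard error 0.09), and the secreted inhibitor gene Sfrp2 fell from 4 hr on, at −1.13, −1.20 and −0.98 (standard error 0.13). Of 19 genes of Notch signaling, 3, 4, 4 and 5 rose over the 4 times and 1 fell at 12 and at 24 hr (the same when adjusted over the list alone, except for 2 falls at 24 hr), and the list was not called either. The ligand gene Jag2 rose by 1.66 at 4 hr and 1.69 at 12 hr (standard error 0.21) and stood at −0.16 and 0.10 at 2 and 24 hr, which did not pass.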

In the category “Gene Regulation,” represented by eight functional categories, we found two common denominators. Four groups, including “Ubiquitin mediated proteolysis,” “Ubiquitin-protein ligase activity,” “RNA degradation,” and “Posttransriptional regulation of gene expression,” are linked together through the degradation of proteins and RNAs used to accommodate the switch between the “early” and “late” stages of the FGF2-induced processes. Three groups, including “Chromatin binding,” “Histone modification,” and “Histone acetyltransferase complex,” relate to gene regulation at the level of chromatin.

### miRNA:mRNA connectivity, miRNA ranking, and initial network analysis

It has been shown earlier that a single miRNA can recognize hundreds of target mRNAs and that multiple miRNAs can regulate expression of genes with joint roles in a specific pathway and connect multiple genes into highly complex regulatory hubs (Ivey and Srivastava 2010; Pauli *et al.* 2011). To address miRNA connectivity in the present study, we used human TargetScan in combination with ingenuity pathway analysis because this platform allows identification of inversely correlated miRNA and mRNA patterns in a batch mode with adjustable prediction score level. Using the starting numbers of 66 “early” and 65 “late” miRNAs, we found that this procedure mapped 31 and 45 miRNAs, with 549 and 531 target mRNAs, respectively. 

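The medians of the predicted targets in File S1 lay away from 0 in the phase for which they were selected and near 0 in the other. The 164 probe sets of the early up-regulated targets had median log2 fold changes of 0.54 and 0.61 at 2 and 4 hr and 0.06 and −0.06 at 12 and 24 hr. The 385 of the early down-regulated targets had −0.50 and −0.52, then −0.02 and 0.02. The 225 of the late up-regulated targets had −0.06 and 0.03, then 0.56 and 0.55, and the 306 of the late down-regulated targets 0.08 and −0.03, then −0.47 and −0.56. Nab1, a corepressor of the Egr factors, is an early up-regulated target at 1.85 and 0.92 (1393172_at), and the ubiquitin ligase gene Nedd4 an early down-regulated one at −1.37 and −1.45 (1395157_at, standard error 0.14, n = 2 arrays per time point), as at 2 other probe sets of Nedd4, while the 2 brightest were not called (−0.10 and −0.05, and −0.07 and −0.23). Among the late targets the phosphoinositide 3-kinase subunit gene Pik3r1 fell, at −1.35 and −1.66 (standard error 0.17), and Stc1, which encodes a secreted glycoprotein, rose by 2.73 at 12 hr. The mean of the phase was called by limma for 134, 288, 172 and 233 of these sets (81.7, 74.8, 76.4 and 76.1%). In the other phase the members went both ways: 80, 198, 113 and 165 had the opposite sign. In the direction of the set, 19 and 13, 26 and 21, 13 and 34, and 8 and 41 were called at the 2 times of that phase. Calls in the opposite direction are not in these counts. As the paper chose the sets by their change on these arrays, this is not independent evidence.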

In sum, these 76 miRNAs regulated 1080 mRNAs. The top-ten most connected miRNAs, divided in “early” and “late” sets, are shown in Figure 5, A and B, respectively. The total number of their target genes is between 114 (1st rank, “early” miR-495) and 45 (10th rank, “early” miR-31 and miR-133b) connections. Notably, a number of genes appeared to be regulated by more than ten distinct miRNAs. For example, Cpsf6 and Tnrc6b (“early” group) are regulated by 11 distinct miRNAs. In the “late” group, Aak1, Cnot6, and Nfat5 were regulated by 16, 11, and 13 different FGF2-dependent miRNAs, respectively. From this analysis, we concluded that the present experimental set is enriched for specific mRNAs that are coregulated by a large number of distinct FGF2-regulated miRNAs, raising the possibility that these novel FGF2/miRNA-dependent gene regulatory networks (GRNs) play major roles during lens fiber cell differentiation.

**Figure 5:**
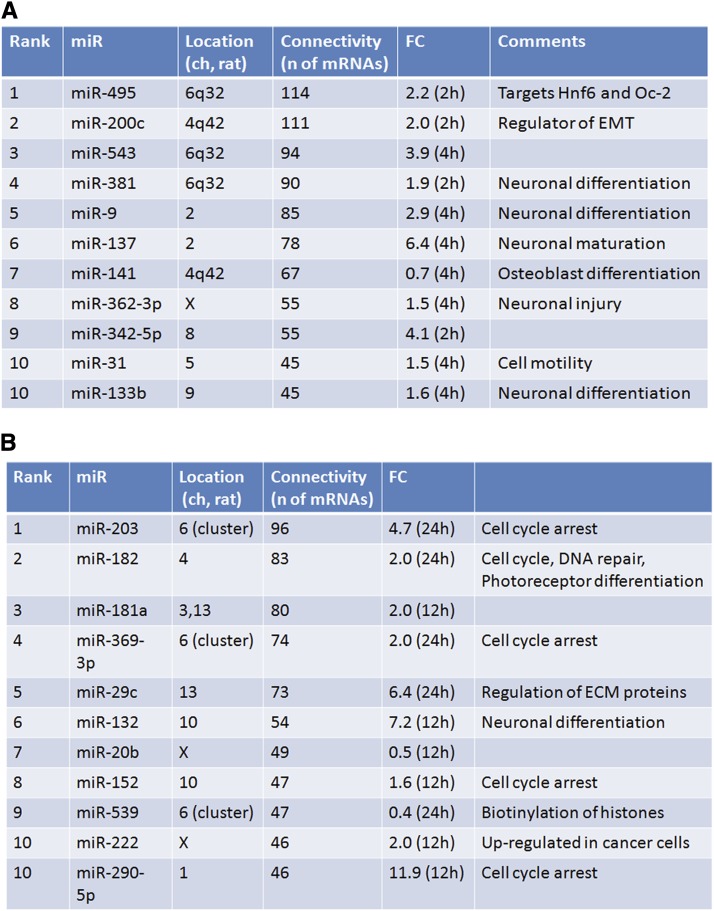
A summary analysis of miRNA connectivity and their FGF2-mediated inducibility. (A) Top 10 ranking of FGF2-regulated “early” miRNAs depending on the number of their predicted/regulated target genes. (B) Top 10 ranking of FGF2-regulated “late” miRNAs depending on the number of their predicted/regulated target genes. The complete lists of genes/miRNAs are shown in File S3, A and B.

We next evaluated the global GRNs by using the Cytoscape software (Cline *et al.* 2007; Smoot *et al.* 2011). We found that novel biological information can be “clearly” displayed if 12 top-ranking, most-connected genes with high target prediction score or an experimentally validated relationship with the upstream miRNAs, are used as an input. Following this approach, four connectivity diagrams were obtained for “early” up-miRNAs:down-regulated mRNA, “late” up-miRNAs:down-regulated mRNA, “early” down-miRNAs:up-regulated mRNA, and “late” down-miRNAs:up-regulated mRNA, as shown in Figure 6, A−D, respectively. 

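All 12 genes of Figure 6A matched in File S1 had a negative early mean, from −1.79 to −0.36, and 9 were called by limma. The 10 of Figure 6B had a late mean from −1.50 to −0.29 (7 called), the 12 of Figure 6C a late mean from 0.27 to 2.11 (8 called), and the 8 of Figure 6D an early mean from 0.33 to 2.43 (8 called). In Figure 6A, the kinase gene Nlk (1382365_at) fell, at −1.37 and −1.55 at 2 and 4 hr. Brighter probe sets of Nlk were not called at 2 hr (1385266_at −0.15, 1379218_at −0.08 and 1379765_at −0.22). Of these, 1385266_at was called at 4 hr, at −0.40, while 1379218_at (−0.28) and 1379765_at (−0.41) were not. In Figure 6B, the nuclear factor Tox fell, at −0.86 and −1.14 at 12 and 24 hr, and in Figure 6C the insulin-like growth factor receptor gene Igf1r rose by 0.63 and 0.38. In Figure 6D, the cyclin-dependent kinase gene Cdk17 rose by 1.16 and 1.19 at 2 and 4 hr and the acyl-CoA synthetase gene Acsl4 by 0.84 and 1.16. With 1 probe set per gene, 4 and 6 of the 12 genes of Figure 6A fell at 2 and 4 hr (6 and 10 when adjusted over the list alone), 6 and 7 of the 11 of Figure 6B fell at 12 and 24 hr (7 and 10), 7 and 5 of the 12 of Figure 6C rose at 12 and 24 hr (9 and 5), and 6 and 8 of the 9 of Figure 6D rose at 2 and 4 hr (8 and 9). The adjusted p from camera at these pairs of times was 0.0026 and 0.0011 for the genes of Figure 6A, 0.00056 and 2.0e-05 for Figure 6B, 0.00052 and 0.0082 for Figure 6C, and 3.1e-06 and 6.6e-06 for Figure 6D. With an estimated correlation it was 0.43 and 0.40, 0.22 and 0.16, 0.16 and 0.22, and 0.22 and 0.23, and since the paper picked the genes on these arrays neither test is independent evidence.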

The diagrams for “early” repressed and activated GRNs generated three distinct patterns of coregulated mRNAs. In Figure 6A, the 12 target repressed mRNA targets formed three clusters that were regulated by 22 distinct miRNAs. In Figure 6, B and C, the 12 mRNAs were coregulated by 15 and 22 miRNAs and were arranged as two distinct groups. In Figure 6D, the 12 up-regulated mRNAs were under the control of seven down-regulated miRNAs.

**Figure 6:**
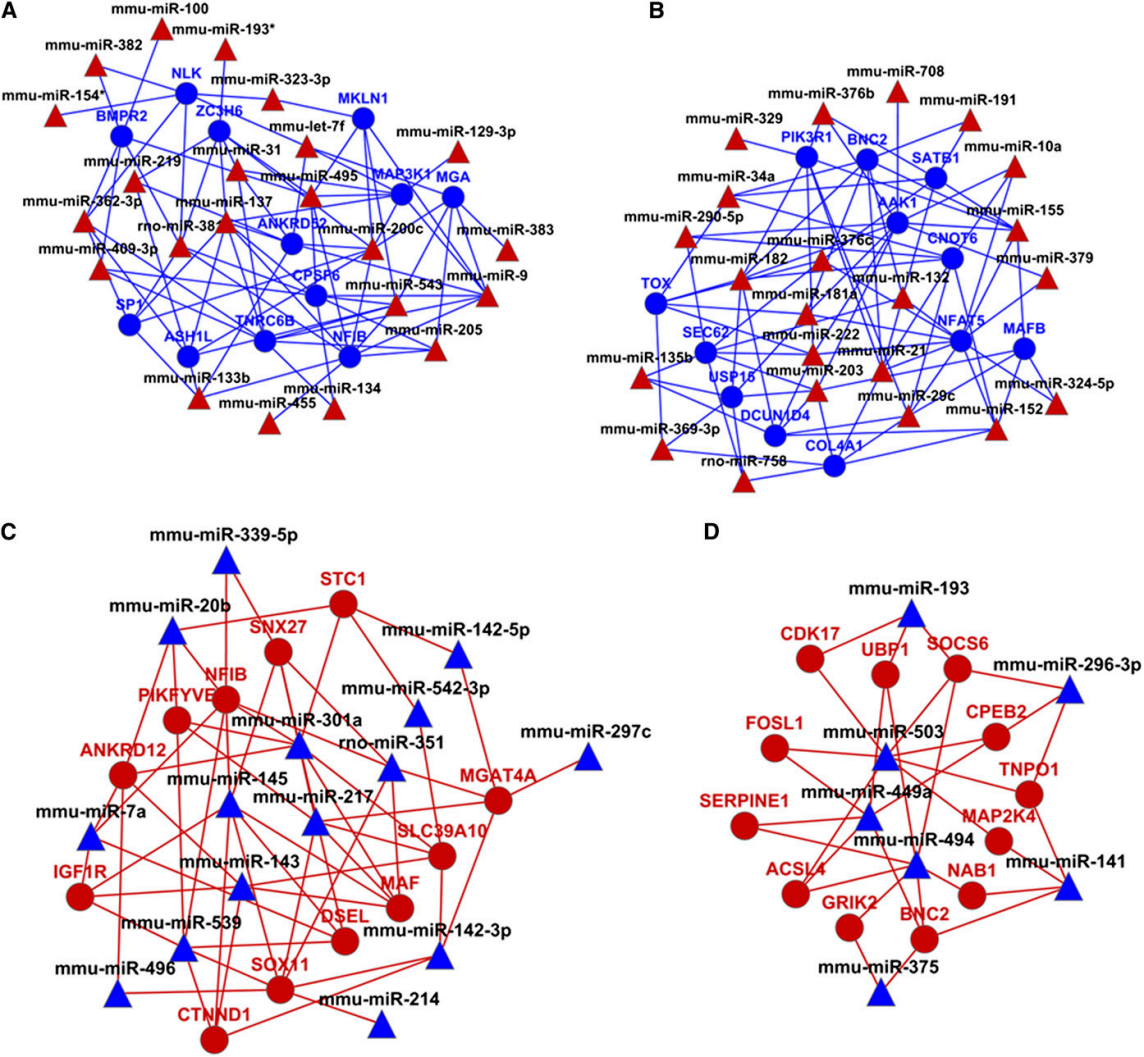
Four sets of global GRNs. (A) “Early” up-miRNA:down-regulated mRNA. (B) “Late” up-miRNA:down-regulated mRNA. (C) “Early” down-miRNA:up-regulated mRNA. (D) “Late” down-miRNA:up-regulated mRNA. The diagrams were created using Cytoscape program as described in the *Materials and Methods* using only high-scoring and experimentally observed predictions. miRNA, triangles; mRNAs, circles; up-regulated (red); down-regulated (blue).

The most connected miRNA identified here through the 12 top-ranking transcripts, including miR-495, miR-200c, miR-543, miR-381, and miR-9 (Figure 6A), retained their high-connectivity positions as identified by independent analysis shown earlier in Figure 6A. Similarly, the highest ranking “late”-induced miRNAs, including miR-203, miR-182, miR-181a, miR-369-3p, and miR-29c (Figure 6B), also make the greatest number of connections with the 12 genes analyzed in Figure 6B. We conclude that the individual miRNA:mRNA pairs are components of larger networks formed through joint coregulation of specific mRNA by multiple FGF2-regulated miRNAs during lens explant differentiation. In addition, the present data also suggest that there are small groups of individual genes targeted by three or more coregulated miRNAs.

### Individual GRNs

To get additional insights into the “complex” GRNs (see Figure 6), and to demonstrate significance of an “increased” miRNA:mRNA connectivity, *i.e.*, defined here as three or more miRNAs regulating at least two functionally related genes, we reasoned that genes regulated by miRNAs in *both* “early” and “late” groups represent the major component of FGF2/miRNA-dependent regulation of the lens fiber cell differentiation. To test this hypothesis, we identified five genes, including Nfib, Nfat5/OREBP, c-Maf, Ets1, and N-Myc, as the genes regulated by the greatest total number of 18 (10+8), 14 (1+13), 13 (8+5), 8 (1+7), and 8 (5+3) differentiation stage−specific miRNAs, respectively. 

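Maf, a leucine zipper factor of lens fiber genes, was low early and high late: its log2 fold change was −0.37 at 2 hr, not called, −0.41 at 4 hr, and then 1.02 and 1.42 at 12 and 24 hr (1387165_at, standard error 0.11, n = 2 arrays per time point, adjusted p = 0.027, 0.00049 and 0.00010 from limma). Mycn stood at −1.25 at 2 hr, 0.06 at 4 hr, and 0.82 and 0.93 at 12 and 24 hr (1376648_at, standard error 0.08), and all but the 4 hr value were called. Ets1 rose by 1.79 and 1.40 at 2 and 4 hr (1368851_at, standard error 0.13, adjusted p = 0.00013 and 0.00021), was at −0.08 at 12 hr, and fell at 24 hr, at −0.58. Nfib, a nuclear factor I gene, fell at 2 and 4 hr, at −0.70 and −0.64, rose by 0.65 at 12 hr and was at 0.01 at 24 hr (1388167_at, standard error 0.16, adjusted p = 0.019, 0.020 and 0.023). Nfat5, an osmotic stress factor, was at 0.14 and −0.26 early and fell late, at −0.81 and −0.95 (1398421_at, standard error 0.19, adjusted p = 0.018 and 0.0086). The late minus early difference was 1.61 for Maf (standard error 0.08, adjusted p = 4.6e-06) and 1.47 for Mycn (standard error 0.06, adjusted p = 3.0e-06). Another probe set of Maf (1368388_at), the one File S1 lists for the early phase, was called at the 4 times, at −0.98, −1.11, 0.98 and 1.27. Brighter probe sets were not called for Maf at 2, 4 and 12 hr (1385243_at, −0.25, −0.21 and 0.33) and for Nfib at 2 and 4 hr (1371202_a_at, −0.17 and −0.09). Without 1 array, calls ended for Nfib at 2 hr (0 hr replicate 1, adjusted p = 0.14, or 2 hr replicate 2, 0.089), at 4 hr (0 hr replicate 1 or 4 hr replicate 1, 0.096 to 0.15) and at 12 hr (0 hr replicate 2 or either 12 hr array, 0.096 to 0.17), and for Nfat5 at 12 hr (any 0 or 12 hr array, 0.081 to 0.10) and 24 hr (0 hr replicate 1 or 24 hr replicate 2, 0.062 to 0.063). They also ended for Maf at 4 hr (either 0 hr array or 4 hr replicate 1, 0.12 to 0.13), for Ets1 at 24 hr (either 0 hr array or 24 hr replicate 1, 0.056 to 0.11), and, with the mean of all probe sets of the gene, for Nfib, 2 hr (−0.31) and Nfib, 4 hr (−0.27).

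**Figure D3:**
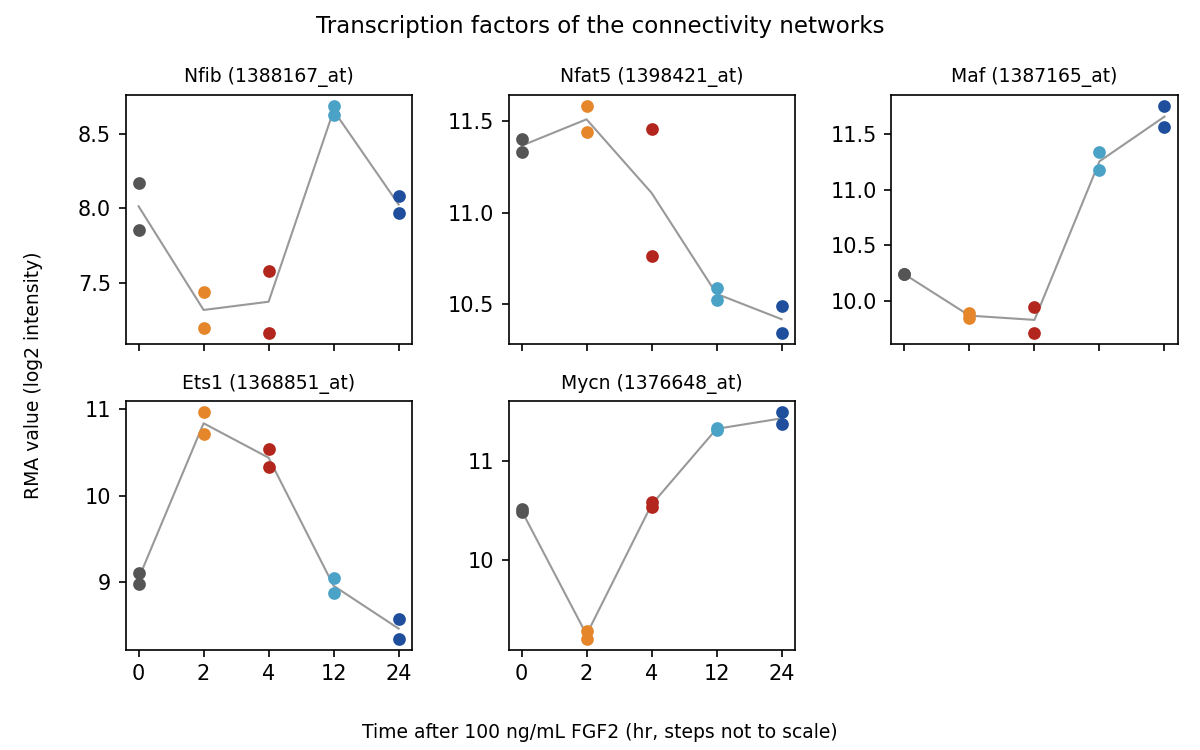
Log2 expression of Nfib, Nfat5, Maf, Ets1, and Mycn against hours at 100 ng/mL FGF2, 1 point per array (n = 2 per time point) and a line through the means. Maf and Mycn lie higher at 12 and 24 hr than at 2 and 4 hr, and Ets1 lies lower.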

Within this group, three genes encode DNA-binding transcription factors with established functions in lens differentiation (c-Maf, Nfat5/OREBP, and N-Myc; Harris *et al.* 1992; Morgenbesser *et al.* 1995; Wang *et al.* 2005; Yang *et al.* 2006; Martins *et al.* 2008; Xie and Cvekl 2011). Interestingly, Ets1 is expressed throughout the mouse embryonic E14 lens (Kola *et al.* 1993), and it has been shown to mediate FGF/MAPK signaling in pituitary cells (Schweppe *et al.* 1997). Loss of Nfib in lung mesenchyme and epithelium perturbs FGF signaling (Hsu *et al.* 2011). In addition, Nfib also functions in the Pax6-dependent GRN in forebrain development (Mason *et al.* 2009). Pax6 has been shown as the key regulatory gene of lens development (Cvekl and Piatigorsky 1996; Shaham *et al.* 2012). Taken together, Nfib, Nfat5, c-Maf, Ets1, and N-Myc represent a subgroup of highly miRNA-connected regulatory genes with either proven or potential function(s) in lens differentiation.

We next divided these transcription factors into an “early” (c-Maf, N-Myc, and Nfib) and a “late” (c-Maf, Ets1, N-Myc, Nfat5/OREBP, and Nfib) groups. Interestingly, in the “early” and “late” response phases, Ets1 and Nfat5, are targeted by only a single miRNA, *i.e.*, miR-193 and miR-494, respectively. We next analyzed “early” and “late” connectivities. We found that seven miRNAs, including miR-9, miR-137, miR-200c, miR-381, miR-455, miR-495, and miR-543, target at least two “early” genes examined (*i.e.*, c-Maf, N-Myc, and Nfib). Notably, miR-381, miR-495, and miR-543 form a miRNA-gene cluster on rat chromosome 6, and its syntenic regions on mouse and human chromosome 12 and 14, respectively (Sewer *et al.* 2005). In human, the DLK1-DIO3 genomic imprinted miRNA cluster at 14q32.2 defines an important region related to stem cell biology and cancer (Agueli *et al.* 2010; Luk *et al.* 2011).

We next created a diagram of c-Maf, N-Myc, and Nfib (Figure 7A). This connectivity diagram showed the multitude of regulatory interactions between these seven miRNAs and their three target mRNAs because miR-382 is also FGF2-regulated, targets c-Maf, resides at the rat chromosome 6 gene cluster of 61 miRNAs, and was included in Figure 7A. Next, we found additional 22 genes that follow this commonly used regulatory mechanism of these seven miRNAs. 

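Most genes of the early network, those of Figure 7 and those the text lists beside it, fell in the early phase. Figure 7 itself draws Maf, Nfib, Mycn, Ash1l, Med1, Kdm5b, Cpsf6 and Tnrc6b. Of the 18 genes of this network, 10 fell at 2 hr and 12 at 4 hr, and none rose (12 and 14 when adjusted over the list alone). On these arrays the log2 5'/3' ratio of the GAPDH controls was also lower, at −0.30 to −0.17 against −0.14 to 0.00 on the others. Among ubiquitin ligases, Herc3 fell at 2 and 4 hr (log2 fold change −0.91 and −1.14, standard error 0.16, n = 2 arrays per time point), as did Nedd4 at 3 of its 6 probe sets. Among genes of vesicle and synapse traffic, Rab11fip2 fell by 1.11 at 4 hr on the log2 scale, and among signaling genes the Sprouty family member Spry3 fell by 0.81 at 4 hr. The histone methyltransferase gene Ash1l was not called at 4 hr at the probe set counted here (1372785_at, −0.17), while the one of File S1 (1381291_at) was at −0.62 (adjusted p = 0.048 from limma). Among genes of RNA metabolism, Cpsf6 fell, at −0.58 and −0.50, and Tnrc6b had −0.33, not called, and −0.45 at the probe set counted here (1376982_at). That call of Tnrc6b at 4 hr ended without either 0 hr array, either 12 hr array or 4 hr replicate 1 (adjusted p 0.060 to 0.15), and at the probe set of File S1 (1379412_at) −0.73 and −0.55 were not called at either time, though their mean of −0.64 was. The coactivator gene Med1 (−0.26 and −0.65), the histone demethylase gene Kdm5b (−0.18 and −0.34) and the factor Sp1 (−0.37 and −0.40) did not pass, and another probe set of Kdm5b (1377863_at) and of Sp1 (1379384_at) was called up at both times. The list had an adjusted p from camera of 3.1e-06 at 2 hr and 1.8e-05 at 4 hr, and of 0.16 at both with an estimated correlation, and as the paper drew it from changes on these arrays it is not independent evidence. The call of Cpsf6 ended at 2 hr without either 0 hr array (adjusted p 0.051 to 0.072) and at 4 hr without either 0 hr array or 4 hr replicate 1 (0.051 to 0.084), and with the mean of all its probe sets it ended at both times (Cpsf6, 2 hr: −0.34, and Cpsf6, 4 hr: −0.20).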

Functional classification via the use of published studies led to the formation of seven smaller functional groups containing between two and six genes: RNA metabolism (Cpsf6 and Tnrc6b), E3 ligases and their targets (Herc3, Map3k1, Nedd4, and Cdkn1b/p27), cell signaling (Jag1, Tcf4, and Spry3), DNA-binding transcription factors (c-Maf, MafB, N-Myc, Nfib, Sp1, and Tcf4), chromatin regulation (Ash1l, Med1/PBP, and Kdm5b/Jarid1b/Plu1), synapse formation (Rab11fip2 and Shank2), and FGF/MAPK signaling (c-Maf, Map3k1, and Spry3). The connectivity data for two groups, including Ash1l, Med1/PBP, and Kdm5b/Jarid1b/Plu1, and Cpsf6 and Tnrc6b, are shown in Figure 7, B and C, respectively. Mediator 1/peroxisome proliferator activator receptor−binding protein (Med1/PBP, see Figure 7B) is a coactivator of Gata3 and other Gata DNA-binding transcription factors and gene targeting demonstrated its essential role in lens fiber cell differentiation (Crawford *et al.* 2002). Cleveage and polyadenylation specificity factor 6 (Cpsf6) regulates processing of long noncoding RNAs (Naganuma *et al.* 2012). The RNA recognition motif−containing protein Tnrc6b binds argonaute proteins and mediate miRNA-guided mRNA cleavage and forms the cytoplasmic P bodies (Meister *et al.* 2005; Baillat and Shiekhattar 2009). Ash1l is a histone methyltransferase specific for H3 K4 (Gregory *et al.* 2007). In contrast, Kdm5b/Jarid1b/Plu1 is an H3 K4me3 histone demethylase (Seward *et al.* 2007) that is essential for mouse lens fiber cell differentiation (Albert *et al.* 2013). We conclude that miR-9, miR-137, miR-200c, miR-381, miR-455, miR-495, and miR-543 represent an FGF2-dependent system of multiple miRNAs that target specific genes operating in pathways and processes related to the lens differentiation (via c-Maf, Med1/PBP, N-myc, and Nfat5), miRNA-regulated RNA processing (via Cpsf6 and Tnrc6b) and nuclear/chromatin-based processes (via Med1/PBP, As1l, and Kdm5b/Jarid1b/Plu1).

**Figure 7:**
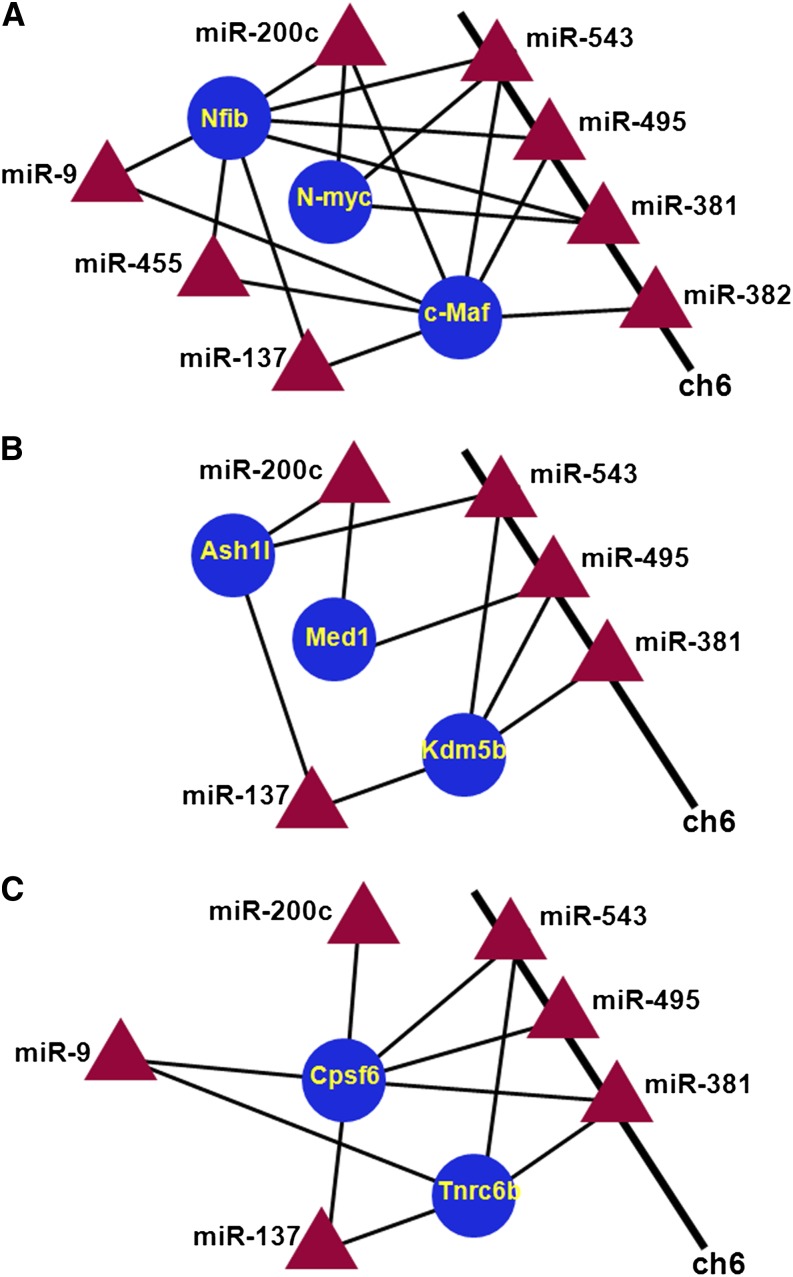
An “early” connectivity network. Seven miRNAs, including miR-9, miR-137, miR-200c, miR-381, miR-455, miR-495, and miR-543, and connections to specific functional groups of genes are shown. (A) Connections to the group of three most-connected and regulated transcription factors (c-Maf, Nfib, and N-Myc). (B) Chromatin regulation (Ash1l, Med1/PBP, and 20 Kdm5b/Jarid1b/Plu1). (C) RNA metabolism (Cpsf6 and Tnrc6b). The miR-381, miR-495, miR-543, and miR-382 form a miRNA-gene cluster on rat chromosome 6q32. miRNA, triangles; mRNAs, circles; up-regulated (red); down-regulated (blue).

Similar analysis of “late” group, including c-Maf, Ets1, N-Myc, Nfat5, and Nfib, yielded 10 miRNAs: miR-20b, miR-145, miR-152, miR-155, miR-181a, miR-203, miR-222, miR-301a, miR-324-5p, and miR-351, with multiple connections. 

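The genes of the late network, those of Figure 8 and those the text lists beside it, went both ways in the late phase. Figure 8 itself draws Maf, Ets1, Nfat5, Stc1, Cnot6, Dicer1, Fbxo33 and Wdr47. Of the 14 genes of this network, 4 rose and 3 fell at 12 hr. At 24 hr 3 rose and 7 fell (3 and 8 when adjusted over the list alone), and camera called the list at no time. Beside the late rises of Maf, Mycn and Stc1 (1.49 at 24 hr), falls at 24 hr included those of the lipid phosphatase gene Plpp3 (PPAP2B), at −1.45, of Nfat5, at −0.95, and of the WD repeat gene Wdr47, at −0.92, with −0.81 at 12 hr. Another probe set of Nlk (1379765_at) than the one of the early targets fell late, at −0.54 and −0.85 at 12 and 24 hr. The kinase gene Aak1 was not called at 24 hr at the probe set counted here (1376459_at, −0.11), while the one of File S1 (1372348_at) was at −0.37 (adjusted p = 0.018 from limma). The deadenylase gene Cnot6 fell at 24 hr, at −0.49 (also at another probe set, −0.58, but not at the brightest, 0.02), while Dicer1, the RNase of miRNA maturation, did not pass at any of the 4 times (0.39, 0.24, −0.06 and −0.34). The F-box gene Fbxo33 rose by 0.70 and 0.73 at 2 and 4 hr (1381903_at), as it did at its 2 other probe sets. At the one of File S1 (1383354_a_at) it rose by 0.70 and 0.64 at these times, and its values at 12 and 24 hr, −0.11 and −0.45, were not called. Without 0 hr replicate 2 or 24 hr replicate 2, the call of Plpp3 ended at adjusted p from 0.052 to 0.054, that of Wdr47 at 12 hr ended without 0 hr replicate 1 or 12 hr replicate 2 (0.051 to 0.054), that of Nlk at 12 hr without 0 hr replicate 1 or either 12 hr array (0.13 to 0.23), and that of Cnot6 without 0 hr replicate 2 or either 24 hr array (0.079 to 0.16). The call of Stc1 at 24 hr ended without any 0 or 24 hr array (0.050 to 0.074), that of Nfat5 at 24 hr without 0 hr replicate 1 or 24 hr replicate 2 (0.062 to 0.063), and that of Fbxo33 at 2 hr (1381903_at) without either 0 hr array or 2 hr replicate 2 (0.051 to 0.072).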

Subsequent analysis yielded 17 target mRNAs, from which we formed four functional groups: DNA-binding transcription factors (c-Maf, Ets1, and Nfat5/OREBP, see Figure 8A), mRNA and protein processing and degradation (Cnot6, Dicer1, Fbxo33, and Wdr47, see Figure 8B), FGF/MAPK signaling (c-Maf, Ets1, and Stc1), and signaling (Aak1, Arhgef12, Nlk, and PPAP2B). In case of c-Maf, an additional connection to miR-155 was shown in T cells (Rodriguez *et al.* 2007; Suzuki *et al.* 2011) and was included in Figure 8A. Endonuclease-exonuclease-phosphatase−type enzyme (Cnot6) functions as mRNA deadenylase, forming the Ccr4-Not complex (Mittal *et al.* 2011; Doidge *et al.* 2012). F-Box protein 33 (Fbxo33) belongs to a family of adaptor proteins that earmark protein substrates for ubiquitination and destruction by the proteasome (Lutz *et al.* 2006). Wdr47/nemitin (neuronal-enriched MAP interacting protein; Wang *et al.* 2012) contains seven WD40-repeats. WD40 proteins form E3 ubiquitin ligase complexes. Interestingly, DDB1, a component of the Cul4 ubiquitin ligase complex, binds WD40 proteins and promotes protein ubiquitination and is essential for lens formation (Cang *et al.* 2006). Additional genes encoding protein processing and degradation part of the GO terms “Ubiquitin mediated proteolysis,” “Ubiquitin-protein ligase activity,” “RNA degradation,” and “Posttransriptional regulation of gene expression” are shown in Figure 4. In summary, the miRNA:RNA connectivity studies demonstrate that several important lens differentiation genes, including c-Maf, Kdm5b/Jarid1b/Plu1, Med1/PBP, Nfat5/OREBP, and N-Myc, are targeted by multiple shared FGF2-regulated miRNAs.

**Figure 8:**
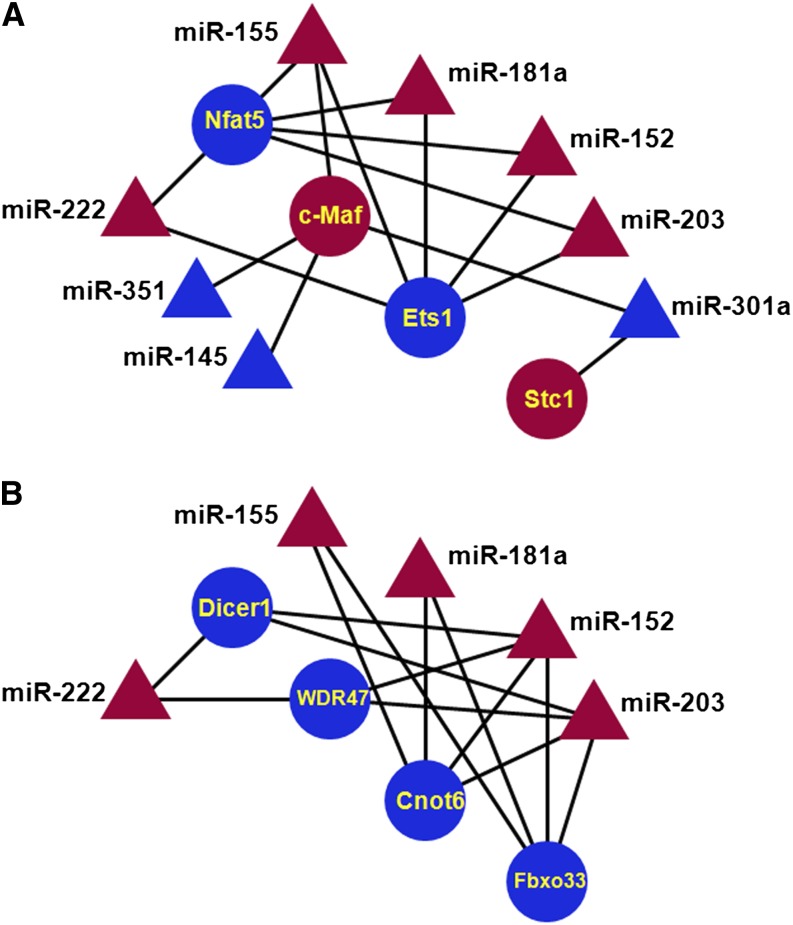
A “late” connectivity network. Ten miRNAs, miR-20b, miR-145, miR-152, miR-155, miR-181a, miR-203, miR-222, miR-301a, miR-324-5p, and miR-351. (A) DNA-binding transcription factors (c-Maf, Ets1, Nfat5/OREBP, and Stc1). (B) mRNA and protein processing (Cnot6, Dicer1, Fbxo33, and Wdr47). miRNA, triangles; mRNAs, circles; up-regulated (red); down-regulated (blue).

### FGF2-induced miRNAs are key major regulators of cell-cycle arrest

The initial analysis of aforementioned GO functional categories identified that multiple FGF2-regulated miRNAs target mRNAs encoding well-established regulatory genes of cell-cycle progression (Figure 4). A summary diagram of the cell-cycle−specific regulatory genes and regulatory miRNAs, based on a recent review by Bueno and Malumbres (2011) is shown in Figure 9. 

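Among genes of DNA replication and the G1/S transition falls outnumbered rises in the late phase, and among genes of mitosis rises outnumbered falls in the early phase. Of 29 G1/S genes, 1 rose and 11 fell at 12 hr and 1 rose and 12 fell at 24 hr (1 and 12, and 1 and 16, when adjusted over the list alone), with medians of −0.61 and −0.66. Of 26 genes of G2 and mitosis, 8 rose at 2 hr and 10 at 4 hr while none fell (12 and 16 when adjusted over the list alone), with medians of 0.60 and 0.56. The replication helicase gene Mcm4 fell at 24 hr (log2 fold change −1.20, standard error 0.23, n = 2 arrays per time point, adjusted p = 0.0068 from limma), and the cyclin gene Ccnd3 fell at 4, 12 and 24 hr, at −0.71, −1.19 and −0.85 (standard error 0.12). Ccnb1, the mitotic cyclin, rose by 0.97 and 1.00 at 2 and 4 hr (standard error 0.16), and the mitotic kinase gene Plk1 by 1.07 at 4 hr. Myc rose by 2.80, 2.19 and 1.73 at 2, 4 and 12 hr and was at 0.08 at 24 hr (standard error 0.29). Cdk2 fell at 24 hr, at −1.14, Cdk4 rose by 0.49 at 24 hr, and Cdk6 (between −0.10 and 0.11) and Cdc25a (between −0.12 and 0.24) were not called at any time. Of 10 genes of cyclin-dependent kinase inhibitors and related proteins, 1 rose and 2 fell at 2 hr, 3 and 2 at 4 hr, 3 and 3 at 12 hr, and 4 and 2 at 24 hr (1 and 2, 3 and 3, 4 and 3, and 4 and 2 when adjusted over the list alone), and the list was not called. Among them Cdkn2a rose by 1.73 and 1.44 at 12 and 24 hr and Cdkn1a by 1.21 at 24 hr. Of the 30 genes matched to Figure 9, 3 rose and 3 fell at 2 hr, 6 and 5 at 4 hr, 5 and 5 at 12 hr, and 5 and 4 at 24 hr (3 and 4, 7 and 5, 7 and 6, and 6 and 4 when adjusted over the list alone), and this list was not called. In camera the G1/S genes had an adjusted p of 0.00011 and 7.1e-05 at 12 and 24 hr (0.74 at both with an estimated correlation), and the mitotic genes 1.7e-06 and 3.6e-06 at 2 and 4 hr (0.67 and 0.69). The call of Cdk4 at 24 hr ended without 0 hr replicate 1 (0.43, adjusted p = 0.060). The hybridization spikes, which vary with the array and not the explants, averaged 10.58 on the log2 scale at 0 hr and 10.63, 10.59, 10.85 and 10.69 at 2, 4, 12 and 24 hr, and the 5S rRNA controls read 183 to 209 at 2 and 4 hr and 112 to 154 at the other times.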

We found that 15 (56%) genes in this diagram are regulated by FGF2 through 13 individual miRNA. Cyclins D, Cdc25a, Cdk2/4/6, Myc, Cdc25a, and Plk1, are regulated by at least two distinct miRNAs, including miR-20b (Figure 9). Expression of miR-20b in postnatal day 5 (P5) lens is shown in Figure S2. Expression of miR-20b is most abundant in lens transitional zone, which is in agreement with its presumptive role of controlling cell-cycle exit of the secondary lens fiber cells.

**Figure 9:**
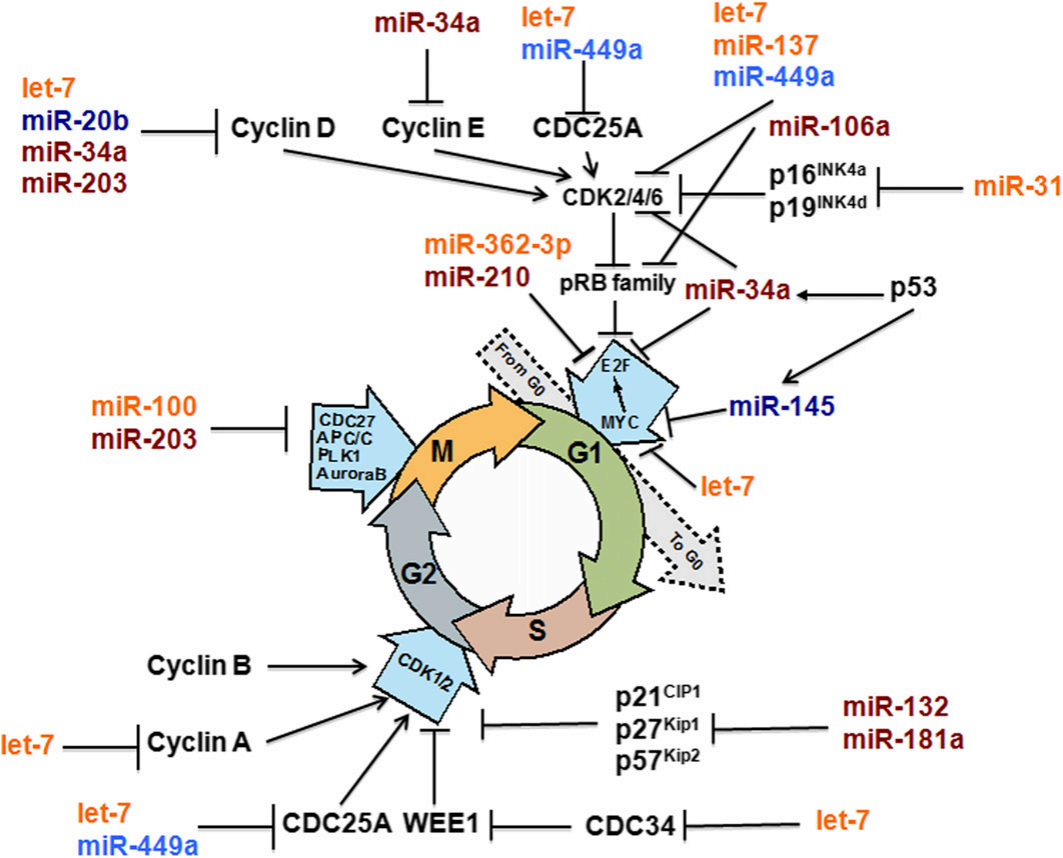
FGF2-induced miRNAs are major regulators of cell cycle arrest. A summary diagram of key regulators of cell-cycle progression/arrest and their FGF2-regulated miRs. This diagram is patterned based on Figure 1, published elsewhere (Bueno and Malumbres 2011). Expression of miR-20b is shown in Figure S2. For miRNA color coding, see legend to Figure 2B.

### AP-1 and Ets DNA-binding transcription factors and their regulation by FGF2

Transcription factors from AP-1 and Ets families have been shown to mediate FGF signaling at the level of transcription (Oikawa and Yamada 2003; Buchwalter *et al.* 2004; Turner and Grose 2010). The molecular mechanisms include both transcriptional control and posttranslational modification, including their phosphorylation and SUMOylation (Barolo and Posakony 2002; Tootle and Rebay 2005). Expression of AP-1 genes, including Fosl1, Fosl2, c-Fos, JunB, c-Jun, Fos, Fra, and JunD, and Ets factors, including Ets1, Ets2, Elf1, Etv1/ER81, and Elk1, was evaluated by the arrays. Fra-1/Fosl1, Fra-2/Fosl2, and c-Fos, were strongly induced during the “early” time points. Similarly, the data showed FGF2-dependent induction of Ets1, Ets2, Elf1, and Etv1/ER81 transcripts (File S4).

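At 2 hr 6 of 7 AP-1 genes, which encode the Fos and Jun family, rose, and at 4 hr 4 did (7 and 4 when adjusted over the list alone), while none fell. Fosl1 rose by 2.42 at 2 hr and 2.44 at 4 hr on the log2 scale (standard error 0.25, n = 2 arrays per time point), and was not called at 12 and 24 hr (0.82 and 0.22). Fosl2 rose by 1.42 at 2 hr and had 0.35 at 4 hr, which did not pass (1383860_at, standard error 0.30). Fos rose by 1.74 and 1.12 (standard error 0.18) and Junb by 2.08 and 1.91 (standard error 0.12), and Junb was still higher at 12 and 24 hr, by 0.80 and 0.73. Jun rose alike at the 4 times (0.88, 0.85, 0.88 and 0.94, standard error 0.14), while Jund (0.23 at 2 hr and 0.02 at 4 hr) was not called, and with the mean of all its probe sets Jun did not pass at 2, 4 and 12 hr (Jun, 2 hr: 0.15, Jun, 4 hr: 0.25, and Jun, 12 hr: 0.65). The list had median log2 fold changes of 1.74 and 0.85 at 2 and 4 hr, with adjusted p from camera of 6.6e-06 and 0.0028, and of 0.37 and 0.57 with an estimated correlation. Without 0 hr replicate 1 or 2 the call of Fosl2 at 2 hr ended, at 1.41 and 1.44 (adjusted p = 0.081 and 0.072). The 2 and 4 hr arrays also differ from the others in the log2 5'/3' ratio of the GAPDH controls, at −0.30 to −0.17 against −0.14 to 0.00.

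**Figure D4:**
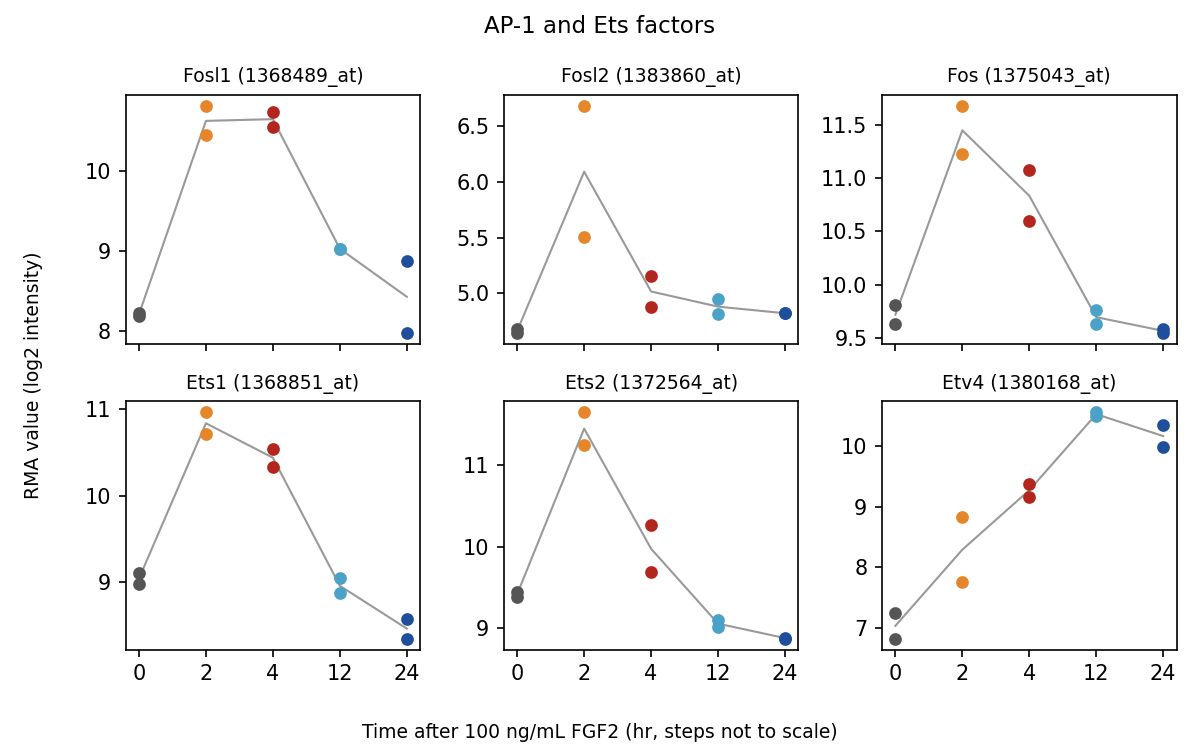
Log2 expression of Fosl1, Fosl2, Fos, Ets1, Ets2, and Etv4 against hours at 100 ng/mL FGF2, 1 point per array (n = 2 per time point) and a line through the means. Fosl1 and Fos are highest at 2 and 4 hr, Fosl2 and Ets2 at 2 hr, and Etv4 at 12 and 24 hr.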

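Of 8 Ets family genes, 4 rose at 2 hr and 5 at 4 hr (7 and 6 when adjusted over the list alone), and none fell at these times. Ets1 was 3.47-fold higher at 2 hr and 2.63-fold higher at 4 hr than at 0 hr (n = 2 arrays per time point). Ets2 rose by 2.03 at 2 hr on the log2 scale and had 0.56 at 4 hr, not called (standard error 0.19). Elf1 had 0.29 and 0.34 at 2 and 4 hr (1370542_a_at), which did not pass, while its other, brighter probe set (1374137_at) was called up at both times, at 0.49 and 0.65 (adjusted p = 0.024 and 0.0048 from limma). Etv5, of the Pea3 group, rose by 1.58, 2.33 and 2.34 at 4, 12 and 24 hr, and Etv4 of the same group by 2.25, 3.51 and 3.14 (standard error 0.31), while Etv1 rose at 4 hr by 1.34 (standard error 0.18). The median of the list was 0.63 at 2 hr and 0.95 at 4 hr, with adjusted p from camera of 0.00024 and 0.00087, and of 0.16 and 0.17 with an estimated correlation. At 12 hr 3 rose, and at 24 hr 2 rose and 1 fell (3, and 2 with 2 falls, when adjusted over the list alone).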

### Induction and repression of specific BMPs by FGF2

BMP4 and BMP7 have been shown to control various aspects of lens formation (Furuta and Hogan 1998; Faber *et al.* 2002; Sjodal *et al.* 2007; Boswell *et al.* 2008b). Our mRNA:miRNA connectivity analysis (Figure 4) found that multiple components of this pathway are less modulated by FGF2-dependent miRNAs compared with Wnt, MAPK, platelet-derived growth factor, epidermal growth factor, and insulin signaling. Nevertheless, the RNA profiling identified strong up-regulation of Bmp2 and Bmp4 and moderate down-regulation of Bmp7 mRNAs (File S4). 

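Bmp2 rose by 2.39, 2.34, 2.18 and 1.93 on the log2 scale at 2, 4, 12 and 24 hr (1368945_at, standard error 0.25, n = 2 arrays per time point, adjusted p = 0.00059, 0.00034, 0.00059 and 0.0010 from limma), and its other probe set was called up at the same times. Bmp4 rose by 2.30 at 12 hr and 2.13 at 24 hr (standard error 0.33, adjusted p = 0.0016 and 0.0024), and its values of 0.43 and 0.50 at 2 and 4 hr were not called. Bmp7 went the other way, with 0.18 at 2 hr, −0.65 at 4 hr, −1.01 at 12 hr and −1.17 at 24 hr (standard error 0.16), and all but the 2 hr value were called. Leaving out either 0 hr array or 4 hr replicate 1 ended the call of Bmp7 at 4 hr, at adjusted p from 0.068 to 0.12, and no such omission ended a call of Bmp2 or Bmp4.

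**Figure D5:**
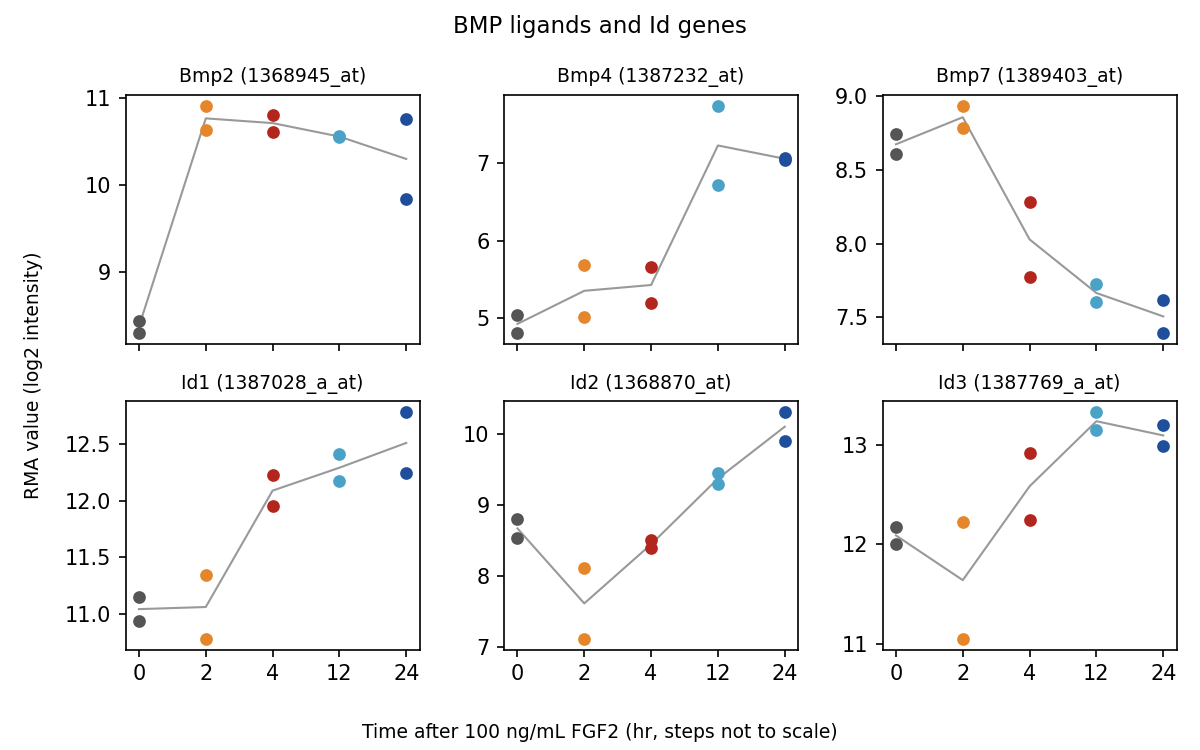
Log2 expression of Bmp2, Bmp4, Bmp7, Id1, Id2, and Id3 against hours at 100 ng/mL FGF2, 1 point per array (n = 2 per time point) and a line through the means. Bmp2 is higher from 2 hr on, Bmp4 and Id1 are higher at 12 and 24 hr, and Bmp7 is lower.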

Id1, Id2, and Id3 are established BMP signaling-regulated genes (Hollnagel *et al.* 1999; Lopez-Rovira *et al.* 2002; Kowanetz *et al.* 2004). 

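The genes Id1, Id2 and Id3, which encode inhibitors of helix-loop-helix factors and respond to BMPs, stood above 0 hr at 12 and 24 hr. Id1 rose by 1.25 and 1.47 on the log2 scale (standard error 0.23, n = 2 arrays per time point). Id2 had 0.70 at 12 hr, not called, and rose by 1.43 at 24 hr (standard error 0.28). Id3 rose by 1.15 at 12 hr (standard error 0.34, adjusted p = 0.048 from limma) and had 1.01 at 24 hr, which did not pass. The relative Id4 rose by 1.36 and 1.61 (standard error 0.22). Without 0 hr replicate 1 or 24 hr replicate 2 the call of Id2 at 24 hr ended, at 1.29 and 1.23 (adjusted p = 0.063 and 0.062), and the call of Id3 at 12 hr ended without any array of 0, 12, or 24 hr (adjusted p 0.070 to 0.21).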

Their expression was induced in the “late” phase of the differentiation. At 4 hr, Id1 and Id3 were already up-regulated whereas expression of Id2 was attenuated. 

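At 4 hr Id1 rose by 1.05 on the log2 scale (n = 2 arrays per time point), while Id2 (−0.22) and Id3 (0.50) did not pass. The other, slightly brighter probe set of Id2 (1375532_at) stood at −0.70 at 4 hr, which was not called (adjusted p = 0.080 from limma). At 2 hr Id1 was at 0.02, Id3 at −0.45, which was not called, and Id2 fell, at −1.05. The call of Id1 at 4 hr ended without 0 hr replicate 1 (0.94, adjusted p = 0.076 from limma) and without 4 hr replicate 1 (0.91, adjusted p = 0.051), and the call of Id2 at 2 hr ended without either 0 hr array, either 12 hr array or 2 hr replicate 1, at adjusted p from 0.057 to 0.18.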

Taken together, these data showed that treatment with FGF2 elicited up-regulation of Bmp4 and Bmp2 as well as Id1/2/3 in “late” stages, indicating that the net effect of this treatment was to activate BMP signaling in this lens explant culture system (File S4).

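Some other genes of the BMP pathway also rose in the late phase. Msx1, a homeobox target of BMP signaling, rose by 3.04 at 12 hr and 3.49 at 24 hr on the log2 scale (standard error 0.19, n = 2 arrays per time point, adjusted p = 5.0e-05 and 2.5e-05 from limma), and Nog, which encodes the BMP antagonist noggin, by 1.63 and 2.82 (standard error 0.26). Smad9, a receptor-regulated Smad, fell at 2 and 4 hr, at −1.30 and −1.08, and rose by 1.73 at 24 hr (1393262_at), while the inhibitory Smad6 fell at 2 hr, at −1.17 (standard error 0.15), and was at −0.04 and 0.25 later. Of 22 genes of the pathway, 3 rose and 5 fell at 2 hr, 7 and 4 at 4 hr, 8 and 3 at 12 hr, and 9 and 4 at 24 hr (5 and 6, 7 and 5, 8 and 3, and 10 and 5 when adjusted over the list alone). As a set they were not called, with adjusted p from camera of 0.87, 0.54, 0.19 and 0.15 over the 4 times (0.021 at 24 hr without 24 hr replicate 1). The call of Smad9 ended at 2 hr without either 0 hr array or 2 hr replicate 2 (adjusted p 0.068 to 0.086) and at 4 hr without either 0 hr array or 4 hr replicate 2 (0.094 to 0.12).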

### Posttranscriptional regulation of c-Maf by FGF2-regulated miRNAs in cultured lens cells

The DNA-binding transcription factors Pax6 and c-Maf are key regulators of lens-specific GRNs that control the crystallin gene machinery (Chauhan *et al.* 2004; Yang *et al.* 2004, 2006; Yang and Cvekl 2005; Xie and Cvekl 2011). Expression of c-Maf, but not of Pax6, is up-regulated in the postmitotic cells of the lens vesicle that give rise to the primary lens fiber cells, raising the possibility that c-Maf is regulated at the level of transcription through FGFs originating from the prospective neuroretina (Lovicu and McAvoy 2005). Subsequent genetic studies supported this model (Zhao *et al.* 2008; Garcia *et al.* 2011; Qu *et al.* 2011). The current data suggest that multiple miRNAs, including miR-9, miR-137, miR-155, miR-301a, miR455, and miR-543 (Figure 7A and Figure 8A), regulate c-Maf expression through its 3′-UTR. In addition, c-Maf 3′-UTR contains a miR-143 target sequence (Figure 10, A and B). Herein, we conducted a series of luciferase reporter gene assays using three wild-type and eight mutated reporters using mouse lens epithelial cell line αTN4-1 (Yang and Cvekl 2005). The c-Maf 3′-UTR was divided into three shorter fragments, WT1 to WT3, as shown in Figure 10A. The predicted 3′-UTR:miRNA pairs for selected six binding sites are shown in Figure 10B. The results of luc reporter assays are summarized in Figure 10, C and D. The data showed that miR-143 and miR-155 down-regulated the WT2 c-Maf 3′-UTR, and miR-301a down-regulated the WT3 c-Maf 3′-UTR (Figure 10C, n = 6, *P* < 0.05). Site-directed mutagenesis of the predicted target sites yielded no statistically significant changes between the wild-type and mutated reporters (Figure 10D).

**Figure 10:**
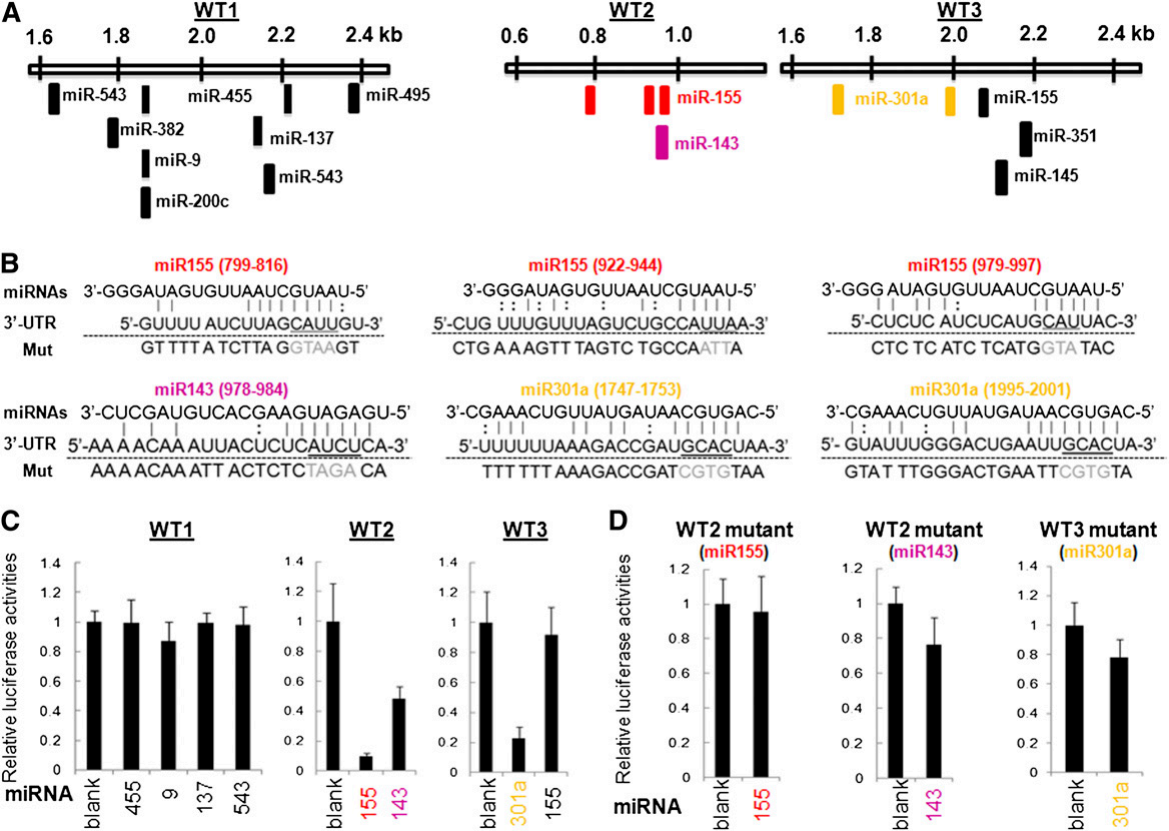
FGF2-regulated miRNAs and posttranscriptional control of c-Maf. (A) Localization of miRNA-binding regions in the mouse c-Maf 3′-UTR (NCBI Reference Sequence NM_001025577.2) and their separation into three shorter regions, WT1 (~0.8 kb), WT2 (~0.2 kb), and WT3 (~0.5 kb). These regions are evolutionary conserved among mammals. (B) Sequence alignment of individual miRNAs:3′-UTR mRNA pairs. Watson-Crick (vertical lines) and wobble (G:U) base pairing are shown. The nucleotides changed in mutated reporter plasmids are highlighted in gray. (C) Luciferase reporter assays using the WT1, WT2, and WT3. (D) Luciferase reporter assays using specific mutants of WT1, WT2, and WT3 (see panel B).

To determine whether the aforementioned miRNAs identified in rat lens explant system are also expressed during mammalian lens development *in vivo*, we conducted ISH analysis of miR-9, miR-143, miR-155, miR-301a, miR-381, and miR-455 in E14.5 and newborn (P0) lenses. Expression of five miRNAs was shown in the transitional zones of both E14.5 and P0 lenses (Figure 11); however, expression of miR-155 was not established in the mouse lens (data not shown). Taken together, the present data demonstrate that miR-143 and miR-301a are novel regulatory miRNAs for c-Maf expression in mammalian lens.

**Figure 11:**
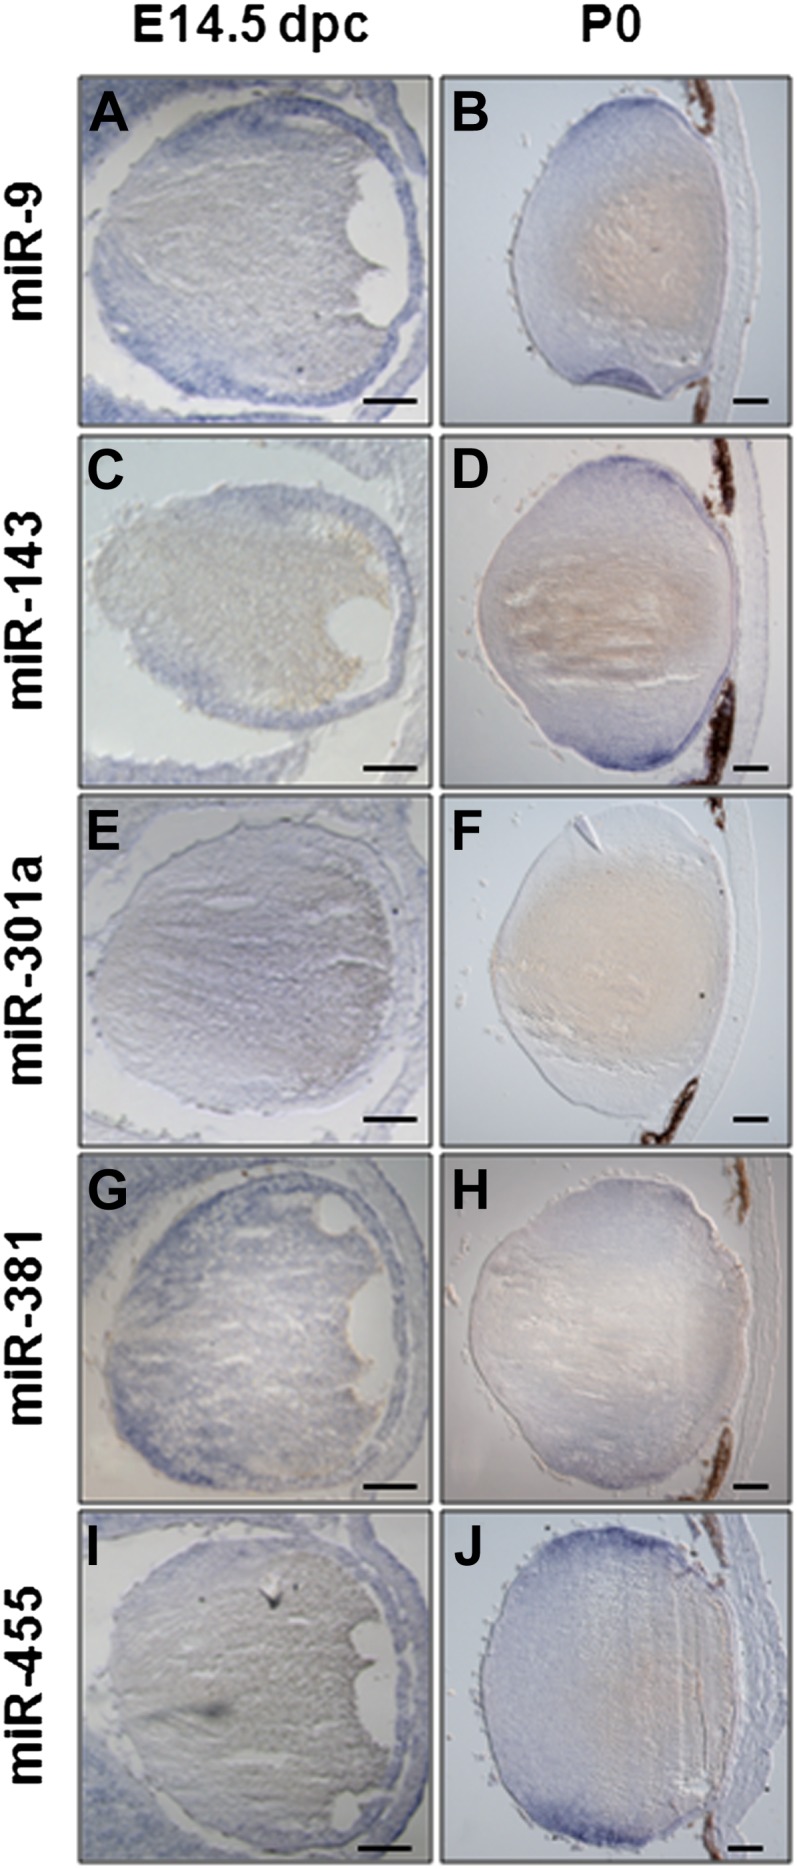
Analysis of miR-9, -143, -301a, -381, and -455 expression pattern during embryonic and postnatal lens development. (A to K′) RNA *in situ* hybridization on frontal eye sections of wild-type mice at different developmental stages (as indicated in the panels) were hybridized with specific probes. At E14.5, the miR-9 (A), -143 (C), -301a (E), -381 (G), and -455 (I) expression domain included the monolayer of lens epithelial cells, the proliferating lens cells, the migrating lens cells, and the differentiating lens cells. Note for miR-301a (E), a weak staining is detectable in these structures at E14.5. At postnatal day P0, the distribution of both miR-9 (B) and miR-143 (D) is largely maintained in all the lens cells previously described for the E14.5 lens, whereas miR-301a (F) is not detected. At this stage both miR-381 (H) and miR-455 (J) expression domains are restricted to the equatorial zone of the lens in proliferating, migrating, and differentiating lens cells.

## Discussion

In this study we identified novel FGF2-regulated miRNA:mRNA GRNs that accompany the process of *in vitro*−induced lens fiber cell differentiation. The identification process included both experimentally determined expression levels of mRNAs (via high density oligonucleotide hybridizations) and miRNAs (via qPCR) followed by *in silico* high-score prediction of inversely correlated mRNA:miRNA pairs, and graphical reconstruction of predicted GRNs. A number of studies have demonstrated computational power of these predictive algorithms (Selbach *et al.* 2008; Guo *et al.* 2010). We predict that several important regulatory genes of lens fiber cell differentiation, including c-Maf, Kdm5b/Jarid1b, Med1/PBP, Nfat5/OREBP, and N-Myc, are connected by multiple shared miRNAs, with four of them, including miR-381, miR-495, miR-382, and miR-543, encoded by a miRNA cluster on rat chromosome 6, a syntenic region with mouse chromosome 12, and human 14q32.2 imprinted regions. Expression of the lens-differentiation factor c-Maf was predicted to be regulated by multiple miRNAs and experimentally validated for three miRNAs, including miR-143, miR-155, and miR-301a, in lens cells. Gene targeting of Dicer1 in differentiating lens demonstrate that miRNAs plays multiple important roles during late stages of lens fiber cell terminal differentiation.

Lens fiber cell differentiation represents an advantageous model system to study how extracellular signals induce cell-cycle exit-coupled terminal differentiation (Lovicu and McAvoy 2005; Griep 2006). Differentiation of rat lens epithelial explants by FGF2 mimics key features of lens fiber cell differentiation (McAvoy and Chamberlain 1989; Zelenka *et al.* 2009; West-Mays *et al.* 2010). In the present study we conducted a time-course analysis of mRNAs and miRNAs expression during the first 24 hr, including four distinct time-points. Lens fiber cell differentiation *in vitro* under the control of FGF2 resulted in a coordinated up- and down-regulation of batteries of genes and noncoding RNAs, including a group of 131 miRNAs that target more than 3000 of individual transcripts. The inverse miRNA:mRNA correlation studies identified as many as 1879 transcripts coregulated by at least two distinct miRNAs, and specific groups of genes modulated by selected groups of miRNAs. These novel FGF2-regulated, miRNA-modulated predicted GRNs are summarized in Figure 6, Figure 7, Figure 8, and Figure 9. The present data show that expression of c-Maf, an essential regulatory factor of lens fiber cell differentiation, is under negative control of multiple miRNAs. The miR-155 has been identified to regulate c-Maf in T cells (Rodriguez *et al.* 2007; Suzuki *et al.* 2011) and was linked to multiple genes within the Ras/MAPK cascade disrupted in chronic myeloid leukemia (Machova Polakova *et al.* 2013). Although we confirmed these data for lens cells, we could not identify expression of miR-155 in mouse E14.5 and P0 lenses. However, it is possible that there are expression differences between mouse and rat lens, and it is also possible that the explant system aberrantly induces its expression.

Our data predict that expression of Med1/PBP, a coactivator of Gata3, is modulated by FGF2-regulated miRNAs. Both Gata3 and Med1/PBP are essential genes of lens formation, namely for lens fiber cell differentiation (Crawford *et al.* 2002; Maeda *et al.* 2009). Both c-Maf and Med1/PBP are predicted to be regulated by similar miRNAs, including miR-137, miR-200c, and miR-495 (Figure 7). In addition, this network of genes includes two chromatin remodeling enzymes, histone methyltransferase Ash1l and its antagonist, the histone demethylase Kdm5b/Jarid1b/Plu1. Kdm5b has been recently shown to be critical for mouse lens fiber cell differentiation (Albert *et al.* 2013).

Earlier lens-specific inactivation of Dicer1 in the prospective lens placode demonstrated that miRNAs play multiple functions during lens formation (Li and Piatigorsky 2009). Here, we used a different Cre-driver, that is expressed much later (difference of ~60 hr) in the lens (Zhao *et al.* 2004), to unravel miRNA roles in the lens differentiation process. Lens-specific inactivation of Dicer1 perturbed the lens fiber cell differentiation process before the E16.5 stage and resulted in the formation of cataract. Compared with the earlier Dicer1 depletion that resulted in reduced expression of β/γ-crystallins (Li and Piatigorsky 2009), the present study did not reveal major decrease in their abundance in the mutated lens. The most likely reason for these findings is more dramatic impact on lens morphogenesis if the inactivation of Dicer1 is initiated in the prospective lens ectoderm compared with the differentiating secondary lens fiber cell. In the abnormal lens fibers, nuclei were not degraded, suggesting that Dicer1/miRNAs participate in lens fiber cell denucleation. The denucleation of lens fiber cells is a hallmark of lens differentiation. Denucleation/karyolysis also occurs in mammalian erythrocytes and skin keratinocytes, albeit through distinct molecular mechanisms (Caceres *et al.* 2010; Wang *et al.* 2010). Our recent studies have shown that ATP-dependent chromatin remodeling enzymes Brg1 and Snf2h and coactivator Ncoa6 are independently required to eliminate lens fiber cell nuclei (He *et al.* 2010; Wang *et al.* 2010). In addition, secondary defects in retinal formation suggest that Dicer1 can play cell nonautonomous roles in retinal development that originate from aberrant lens morphogenesis. Taken together, the present data demonstrate that miRNA-dependent processes are used in the degradation of lens fiber cell nuclei, most likely through genes implicated in clearance of the organelles via autophagy and mitophagy (Brennan *et al.* 2012; Brennan and Giles 2013; Costello *et al.* 2013; Morishita *et al.* 2013).

In addition to the direct role of Dicer1 in lens development demonstrated via conditional gene targeting, our data also suggest that shared FGF2-modulated miRNAs regulate multiple genes involved in miRNA synthesis and function, including Cnot6, Cpsf6, Dicer1, and Tnrc6b (Figure 7 and Figure 8). RNA processing and translational control have been recently shown to be critical for lens differentiation via studies of TDRD7 (Lachke *et al.* 2011) and eIF3 (Choudhuri *et al.* 2013). Down-regulation of Dicer1, predicted by miR-152, miR-203 and miR-222, could be a part of a complex regulation related to the global abundance of miRNAs and their requirements for processes such as cell-cycle exit control and onset of cell differentiation. We conclude the present data support the idea that FGF signaling exerts its role in lens fiber cell differentiation through regulation of genes implicated in miRNA (Cnot6, Dicer1, and Tbrc6b) and general regulation of mRNA processing (Cpsf6).

Although only a few genes within the BMP signaling pathway appear to be regulated via FGF2-regulated miRNAs (Figure 4), the present data show major regulation of three BMPs, including Bmp2, Bmp4, and Bmp7, and their target genes, including Id1, Id2, and Id3, by FGF2 in the rat lens explant system. Interestingly, Bmp4 and Bmp2 were up-regulated as well as Id1, Id2, and Id3 BMP-readout genes. In contrast, expression of Bmp7 was moderately down-regulated in “late” stages of lens explant differentiation. Our data suggest that FGF2-induced BMP2 and BMP4 could work either in the autocrine or paracrine mechanisms in cooperation with FGF to elicit cell-cycle exit as shown in chick models of lens cell-cycle exit-couple differentiation (Boswell *et al.* 2008a,b; Jarrin *et al.* 2012).

Despite of a large number of cell culture models established to study cellular differentiation in response to FGF signaling, RNA expression profiling was so far examined through FGF1 treatment of a cultured rat chondrosarcoma chondrocytic cell line (Dailey *et al.* 2003). The differentiation process was examined at 0, 1, 3, 6, 10, and 24 hr. Similar to the present model, the rat chondrosarcoma/FGF1 study identified that the “early” and “mid” response genes were linked to the initiation and maintenance of growth arrest, and “late” genes identified control chondrocyte differentiation (Dailey *et al.* 2003). In both studies, AP-1 factors, including Fra-1/Fosl1, Fra-2/Fosl2, and c-Fos, were strongly induced during the “early” time-points. In addition, the Ets1 DNA-binding factor and FGF receptor 1 were also induced in both systems. However, in lens explants, Ets2, Elf1, and Etv1/ER81 were also up-regulated in the “early” phase of the differentiation process. In contrast, BMP-targets Id1, Id2, and Id3 were up-regulated in the lens and down-regulated in the chondrocyte system, respectively. 

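In the rat explants Fgfr1 rose at each time, by 0.65, 1.07, 0.66 and 0.77 on the log2 scale at 2, 4, 12 and 24 hr (standard error 0.12, n = 2 arrays per time point). Fgfr2 fell from 4 hr on, at −0.67, −0.94 and −0.61 (standard error 0.10), with −0.10 at 2 hr. The ligand gene Fgf9 rose by 1.00 and 1.63 at 12 and 24 hr (standard error 0.17). Of 13 genes of FGF receptors and ligands, 1 rose and 1 fell at 2 hr, 1 and 2 at 4 hr, 3 and 2 at 12 hr, and 2 and 1 at 24 hr (2 and 1, 1 and 3, 4 and 2, and 2 and 1 when adjusted over the list alone), and the list was not called. Without 0 hr replicate 1 the call of Fgfr1 at 2 hr ended, at 0.53 (adjusted p = 0.063 from limma), and with the mean of all probe sets of the gene Fgfr2, 24 hr, was at −0.16 and not called.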

In two recent studies investigators also examined FGF signaling using RNA expression profiling (Nieto-Estevez *et al.* 2013; Yang *et al.* 2013). In neurosphere cell cultures, expression of Id3 was also dependent on FGF2 (Nieto-Estevez *et al.* 2013). Inhibition of FGF signaling by FGFR inhibitor SU5402 reduced expression of Bmp7 but did not change expression of Gata3 (Yang *et al.* 2013). These differences show that there are both common and distinct FGF-dependent mechanisms employed by different types of cells.

The connection between FGF signaling and regulation of miRNA is also poorly understood. Inhibition of FGF signaling through SU5402-treated primitive streak regions of chick embryos identified up-regulation of let-7b, miR-9, miR-19b, miR-107, miR-130b, miR-148a, miR-203, and miR-218 and down-regulation of miR-29a and miR-489 (Bobbs *et al.* 2012). In the lens system, miR-29a was up-regulated by FGF2. In contrast, expression of miR-9 and miR-203 was induced by FGF2 in lens, although they were induced via inhibition of FGF receptors in the embryonic chick model (Bobbs *et al.* 2012). Taken together, future studies are needed to identify miRNAs modulated by FGF signaling and their role on processes controlled by this signaling pathway.

The present studies identified a number of FGF-modulated miRNAs encoded by rat chromosome 6q32. This region is syntenic with human miRNA cluster at 14q32.2 and contains at least 61 individual genes (Glazov *et al.* 2008). Loss of heterozygosity in acute lymphoblastic leukemia demonstrates a crucial physiological function of this region (Agueli *et al.* 2010). Three miRNAs from this cluster, including miR-495, miR-543, and miR-381, represent a group of most highly connected miRNAs in this system (Figure 6A) and regulate together multiple genes known to regulate lens fiber cell differentiation, including c-Maf (Figure 7 and Figure 10). The miR-495 and miR-543 are neighbors, and miR-381 is located ~12.7 kb from miR-495. There is a possibility that these and other adjacent miRNAs originate from a single primary transcript similar to the large noncoding transcript named *Mirg* (Seitz *et al.* 2003) that originates nearby, approximately 12 kb toward the telomere. GO analysis of their target genes found links with multiple biological processes, including neurogenesis, embryonic development, transcriptional regulation, and RNA metabolism (Glazov *et al.* 2008). This gross analysis is consistent with our findings of genes regulated by miR-495, miR-543, and miR-381 in lens that belong to these similar categories (Figure 5). These miRNAs were implicated in neuronal differentiation and, given multiple similarities between lens and neuronal differentiation (Frederikse *et al.* 2012), future studies of these miRNAs will shed new light into the miRNA-dependent processes of lens fiber cell and neuronal differentiation.

The mouse genetic studies demonstrate that miRNAs play important roles in lens fiber cell differentiation and degradation of their nuclei. Through the identification of FGF2-modulated batteries of miRNAs, we predicted several GRNs that include DNA-binding transcription factors (c-Maf, N-Myc, Ets1, Nfat5/OREBP, and Nfib), chromatin regulatory factors (Ash1l, Med1/PBP, and Kdm5b/Jarid1b/Plu1), and RNA processing (Cnot6, Cpsf6, Dicer1, and Tnrc6b) with proven or hypothesized roles in lens differentiation. Multiple FGF2-regulated miRNAs with high-connectivity reside in a miRNA-rich cluster on rat chromosome 6q32 (syntenic region of human 14q32.2, mouse 12qF1). The miR-143, miR-155, and miR-301a down-regulated expression of c-Maf evaluated in cultured lens cells through the 3′-UTR luciferase reporter assays. The present data further support the idea that FGF signaling cross-talks with BMP, Notch, and Wnt during lens fiber cell differentiation and demonstrates up-regulation of BMP4 as well as Id1/Id2/Id3 BMP-readout genes in the rat explant cultures. The AP-1 members, including Fosl1, Fosl2, and c-Fos, and Ets members, including Ets1, Ets2, Elf1, and Etv1/ER81, were up-regulated by FGF2, and represent excellent candidates for nuclear factors activated by FGF signaling at the level of gene expression in rat explant system. Collectively, the present studies demonstrate mRNA:miRNA transcriptional responses following activated FGF signaling in lens cell culture system and predicted novel GRNs connected by multiple miRNAs regulating pathway-specific lens regulatory factors.

## Supplementary Material

Supporting Information

# Supplementary material for: Identification and Characterization of FGF2-Dependent mRNA: microRNA Networks During Lens Fiber Cell Differentiation
**Source:** G3 (Bethesda). 2013 Oct 18;3(12):2239–55. doi: 10.1534/g3.113.008698
**Supplement:** Supporting Information

Identification and Characterization of FGF2-Dependent mRNA: microRNA Networks During Lens Fiber Cell Differentiation — Supporting Information 

# Identification and Characterization of FGF2-Dependent mRNA: microRNA Networks During Lens Fiber Cell Differentiation

## Supporting Information for Wolf *et al.*, 2013

**Files in this Data Supplement:**

- Supporting Information - Figures S1-S2, Files S1-S4, and Table S1 (PDF, 418 KB)
- Figure S1 - Self organizing maps on duplicate temporal profiles to identify main miRNAs expression profiles. (PDF, 358 KB)
- Figure S2 - ISH miR-20b. (PDF, 320 KB)
- File S1 - Two .xls files, inversely correlated genes. (.zip, 174 KB)
- File S2 - List of genes identified by GO and KEGG (.xlsx, 36 KB)
- File S3 - Two .xls files, connectivity and ranking (.zip, 174 KB)
- File S4 - Expression analysis of Bmp2, Bmp4, Bmp7, Id1, Id2, Id3, Fosl1, Fosl2, c-Fos, Ets1, Ets2, Elf1 and Etv1/ER81 (.xlsx, 42 KB)
- Table S1 - Expression data on 131 microRNAs modulated by FGF2 in rat lens explants (.xlsx, 43 KB)

# Supplementary material for: Identification and Characterization of FGF2-Dependent mRNA: microRNA Networks During Lens Fiber Cell Differentiation
**Source:** G3 (Bethesda). 2013 Oct 18;3(12):2239–55. doi: 10.1534/g3.113.008698
**Supplement:** Supporting Information

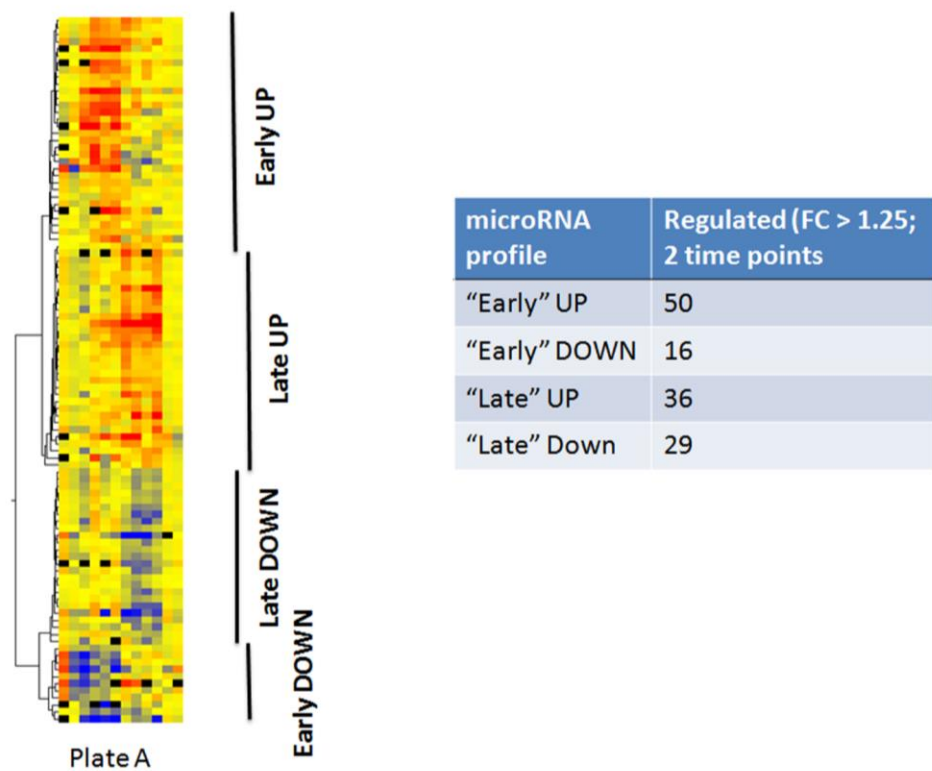

**Figure S1** Self organizing maps on duplicate temporal profiles to identify main miRNAs expression profiles.

# Supplementary material for: Identification and Characterization of FGF2-Dependent mRNA: microRNA Networks During Lens Fiber Cell Differentiation
**Source:** G3 (Bethesda). 2013 Oct 18;3(12):2239–55. doi: 10.1534/g3.113.008698
**Supplement:** Supporting Information

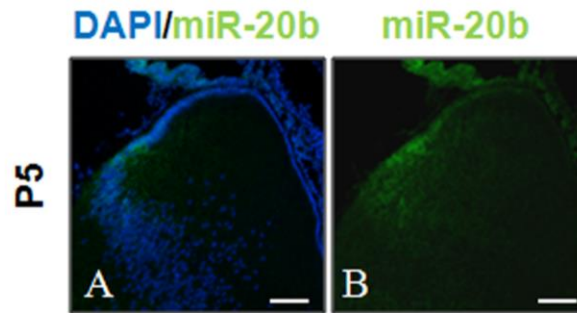

**Figure S2** ISH miR-20b. At postnatal day P5, expression of miR-20b (A-B) is detected in the migrating lens cells. Scale bar is 100  $\mu$ m.

How the deposited data were processed for this re-analysis (not part of the article)

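Gene expression was measured on 10 Affymetrix arrays of lens explants from 3-day-old rats, 2 arrays for each of 5 time points: after a night at 5 ng/mL FGF2 (0 hr) and after 2, 4, 12, and 24 hr at 100 ng/mL FGF2. The intensity values were made by the authors, who normalized the arrays by the robust multichip average (RMA) before deposit, on a linear scale; the sample labels name the method and not its version. They were taken to log2 with no further normalization, and the 57 array controls were set apart, which left 31042 probe sets. Gene symbols came from the annotation of the array, and probe sets with several symbols or none were tested but stand for no named gene.

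In R 4.3.3 with limma 3.58.1, lmFit gave each probe set 1 mean per time point over all 10 arrays, with 5 residual degrees of freedom, and eBayes moderated the variance (prior degrees of freedom 3.69, prior SD 0.116). The contrasts were each time point against 0 hr, 4 against 2 hr, 24 against 12 hr, the mean of each phase against 0 hr, and the late against the early mean. A probe set was called at a Benjamini-Hochberg adjusted p under 0.05 over the probe sets tested, and the early and late classes also needed a fold change of at least 1.25. A time point that keeps 1 array after an omission is assumed to vary like the others. The number of arrays, 2 per time point, limits the precision. On simulated arrays of the same design, 50 changed probe sets were recovered in 14, 74, 96 and 100% of cases at log2 changes of 0.5, 1, 2 and 3, with 4 false calls among the 31042 probe sets. Far fewer probe sets were changed in this simulation than were called on the real arrays, so these shares may not carry over.

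The 40 gene lists were written from general knowledge, apart from those taken from the paper. These are the lists of Figures 6 to 9, with genes the text names beside Figures 7 and 8, and the AP-1 and Ets lists. To the AP-1 and Ets lists Fosb, Etv4, Etv5 and Erf were added. Each gene has 1 probe set among those to which the annotation gives its symbol alone. It is one named in File S4 or File S1 of the paper where there is one, and otherwise the brightest. Lists were tested by camera in limma with its preset inter-gene correlation of 0.01, adjusted over the 160 pairs of a list and a time point. Of these 37 were called, none was with an estimated correlation (lowest adjusted p 0.16), and fry, which does not compare a list with other genes, called 55. On simulated arrays in which only the Wnt list was shifted by 0.5, camera called 1 of the 160 pairs, the shifted one. This simulation does not decide between the preset and the estimated correlation, on which the 37 calls depend.

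The genes named in the text were drawn, by a rule set at the start, from 3 groups, not all of whose genes are named: the 10 largest rises and the 10 largest falls at each time point among probe sets with 1 gene symbol and an adjusted p under 0.05 whose 2 arrays lay on the same side of both 0 hr arrays (1 probe set per gene, the larger change), every gene the paper names in its text or Figures 6 to 9, and members of the lists. The values in Files S1 and S4 of the paper had been seen when the rule was set. Other probe sets of a gene are given in the text for some genes only. For Fzd4, Fgfr2, Fgf9, Smad9, Plpp3, Herc3, Wdr47 and Tox, among others, no other probe set was called at any of the 4 times. Those of Fzd4, Fgfr2, Fgf9 and Smad9 were dimmer than the one used.

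Principal components were computed from the centred, unscaled log2 values, and distances between time points from all probe sets. The similarity of time points is Pearson's r of the log2 fold changes across probe sets, beside the value from 20 simulated data sets of unchanged groups sharing the 0 hr arrays. Equal replicate numbers were tested for pairing by correlating the replicate deviations between time points, with a limit of 0.1. Only 2 and 4 hr passed it (r = 0.33), and the others lay between −0.15 and 0.00. The numbers were not used to pair samples in the main fit, so the difference between 2 and 4 hr rests on an unpaired fit. With a replicate block 994 transcripts were called between 2 and 4 hr, against 1159 in the main fit. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. The alternatives tried were unadjusted p, the methods' analysis of variance with unadjusted P, run on the groups of a contrast alone, a fit of only the groups of a contrast, a trended and robust variance prior, quantile normalization, median centring, leaving out the dimmest 1 in 3 probe sets, the fold change minimum, each array left out in turn, a replicate block, template matching and calls at both time points for the classes, the mean of all probe sets per gene, scaled principal components, and, chosen later, array quality weights, the Actb ratio as a covariate, and a fit without the 2 and 4 hr arrays. The miRNA cards were not analysed here, apart from the values in Table S1.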

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

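Of the tests below, only the fit with the Actb ratio as a covariate was chosen after the data had been seen.

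At 2 hr the 26 immediate early genes had a median log2 fold change of 1.77, and the 22 genes of inflammation and secreted proteases had 1.37. The paper discusses neither list as a group, apart from the AP-1 genes, and it names Myc among the cell-cycle genes regulated by miRNAs. On the same arrays 1845 transcripts were called at both 2 and 4 hr and at neither 12 nor 24 hr, of which 983 rose and 862 fell. The 5S rRNA control, which the paper does not report, read at least 183 on the 2 and 4 hr arrays, and at most 154 on the others.

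The array names put the 2 and 4 hr arrays in a run of their own, and a shift of that run would move both times alike. Of the 1845 transcripts, 79 (4.28%) differed between 2 and 4 hr, but so did 3.73% of all transcripts, so the 5% set as the limit for such a shift decides nothing. For the 1766 that did not differ, the run and the time cannot be told apart, since each of these times lies in 1 run. For the 79, the difference between 2 and 4 hr lies within a run. Their change from 0 hr does not, and how much of it comes from the run cannot be told. With the Actb 5'/3' ratio as a covariate 56.7% kept their call, above the limit of 50%, and all 1845 kept their direction. The median size went from 0.66 to 0.58 and the median standard error from 0.11 to 0.15. This cannot decide on RNA quality, because the set was chosen as not called at 24 hr. The mean Actb ratio at 24 hr, −1.81, lies between those of 2 hr (−1.91) and 4 hr (−1.72). A set that follows this ratio was thus left out beforehand. The GAPDH ratio and the 5S rRNA control, which set the 2 and 4 hr arrays apart, were not in the fit, so RNA quality stays open. The response to the higher dose of FGF2 and the hours in culture stay open and untested, as no explants kept at the lower dose were on the arrays.

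The early and late arrays differed in 12164 transcripts by the contrast of the phases. In a fit of the 8 treated arrays as 2 groups, early against late called 8880 transcripts, and of the 35 splits of these arrays into 4 and 4 only this 1 called as many, while the highest of the others called 19, so chance can be excluded for a grouping of single arrays. Only 3 of the splits keep the 2 arrays of each time together (8880, 19 and 0 calls), too few for a share under 0.05 when whole times are grouped. The split by run, as the array names give it, parts the arrays in the same way, so the run and the phase cannot be told apart, and no value within a run can be had, since each phase lies in 1 run.

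Maf and Mycn moved in opposite directions in the 2 phases, with early means of −0.39 and −0.59 and late means of 1.22 and 0.87. The tested differences between the phases were 1.61 (standard error 0.08, adjusted p = 4.6e-06 from limma) and 1.47 (standard error 0.06, adjusted p = 3.0e-06). At single times the early fall of Mycn was that of 2 hr (−1.25, with 0.06, not called, at 4 hr). Maf was not called at 2 hr (−0.37), and its call at 4 hr (−0.41) ended without either 0 hr array or 4 hr replicate 1. The brightest probe set of Maf (1385243_at) was called at neither early time (−0.25 and −0.21), while a dimmer one (1368388_at) was called at both (−0.98 and −1.11).

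Several lists that the paper does not report on also moved. Of 21 ribosome biogenesis genes, 12 rose and none fell at 12 hr (16 when adjusted over the list alone), with a median of 0.44, an adjusted p from camera of 2.3e-06 and of 0.50 with an estimated correlation. Of 29 genes of collagens and matrix, 1 rose and 8 fell at 24 hr (2 and 12 when adjusted over the list alone), with a median of −0.29, an adjusted p of 0.0056 and of 0.37 with an estimated correlation, while the 12 vascular endothelium markers, of another cell type, had a median of −0.55 and an adjusted p of 0.052. Of 11 lens epithelium genes, 1 rose and 7 fell at 24 hr (1 and 8 when adjusted over the list alone), with a median of −0.58, an adjusted p of 0.017 and of 0.50 with an estimated correlation. Of 21 genes of glycolysis and hypoxia, 7 rose and 2 fell at 12 hr (8 and 2 when adjusted over the list alone), with a median of 0.33, an adjusted p of 0.017 and of 0.80 with an estimated correlation. Of 19 lens fiber cell genes, 8 rose and none fell at 24 hr (the same when adjusted over the list alone), with a median of 0.22, an adjusted p of 0.021, of 0.43 with an estimated correlation, and of 0.059 without 24 hr replicate 1. Of 15 circadian clock genes, 1 rose and 8 fell at 12 hr (2 and 8 when adjusted over the list alone), with a median of −0.59, an adjusted p of 0.021 and of 0.50 with an estimated correlation.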

How the results depend on the processing

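Array quality weights, the Actb ratio as a covariate and the fit without the 2 and 4 hr arrays were chosen after the data were seen, and where a cause is not named it was not tested.

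Unadjusted p, which by construction calls more, gave 9496 transcripts at 2 hr, 9467 at 12 hr, 9876 at 24 hr, 5301 between 2 and 4 hr and 5531 between 12 and 24 hr. The methods' analysis of variance with unadjusted P, run on the groups of the contrast alone, gave 9031 at 12 hr, 2351 between 2 and 4 hr and 4550 between 12 and 24 hr. A fit of only the groups of the contrast gave 9205 at 12 hr and 12 between 2 and 4 hr, array quality weights 9845 at 12 hr, 2864 between 12 and 24 hr and 447 between 2 and 4 hr, and the fit without the 2 and 4 hr arrays 2938 between 12 and 24 hr. The array weights were 0.58 at 2 and 4 hr, 1.81 at 0 hr, 1.56 at 12 hr and 1.07 at 24 hr. With the Actb ratio as a covariate 2457 transcripts were called at 2 hr and 2256 fell in the early class; the cause was not tested. Calls at both time points, a stricter rule, left 1970 early rises, 1950 early falls, 1618 late rises and 2107 late falls.

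Without 1 array the counts ranged from 1928 to 6399 at 2 hr, 3973 to 8011 at 4 hr, 2879 to 6694 at 12 hr, 3029 to 7125 at 24 hr, 627 to 1746 between 2 and 4 hr, 180 to 1715 between 12 and 24 hr, and 9498 to 12262 between the phases. The early rises ranged from 1872 to 3667, the early falls from 1693 to 3820, the late rises from 1540 to 3185 and the late falls from 1842 to 3838. Without 0 hr replicate 1 or 2 the counts were 1928 and 2136 at 2 hr, 3973 and 4016 at 4 hr, 2980 and 2879 at 12 hr, and 3029 and 3135 at 24 hr, and the early rises, early falls, late rises and late falls were 1872 and 1992, 1693 and 1796, 1540 and 1647, and 1883 and 1842. The count at 12 hr was 3081 and 2936 without 12 hr replicate 1 and 2, and that at 24 hr was 3401 without 24 hr replicate 2. Between 2 and 4 hr the count was 694 without either 0 hr array, 726 without either 12 hr array, 627 without 2 hr replicate 2, and 762 and 1746 without 4 hr replicate 1 and 2. Between 12 and 24 hr it was 794 without either 0 hr array, 297 and 180 without 12 hr replicate 1 and 2, and 582 and 479 without 24 hr replicate 1 and 2. The array left alone at its time is assumed to vary like the other groups. A replicate block gave 5008, 7040, 5596 and 5936 transcripts at the 4 times and 11771 between the phases. It gave 994 between 2 and 4 hr and 1174 between 12 and 24 hr.

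Of the principal components, the first held 32.3% of the variance with each probe set scaled to unit variance, against 49.0% unscaled; the cause was not tested. Without 1 array Pearson's r ranged from 0.730 to 0.820 for 2 and 4 hr, 0.797 to 0.828 for 12 and 24 hr, 0.194 to 0.384 for 2 and 12 hr, 0.158 to 0.290 for 2 and 24 hr, 0.456 to 0.566 for 4 and 12 hr, and 0.317 to 0.424 for 4 and 24 hr.

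In the predicted target sets of File S1, median centring gave medians of 0.046 for the early down-regulated at 24 hr, 0.554 and −0.033 for the early up-regulated at 2 and 24 hr, and 0.568 for the late up-regulated at 24 hr. Without 1 array the early down-regulated ranged from −0.033 to 0.0078 at 12 hr, and 0.00915 to 0.055 at 24 hr (predicted target sets of File S1, early down, 24 hr), the early up-regulated from 0.532 to 0.560 at 2 hr, 0.032 to 0.058 at 12 hr and −0.056 to −0.040 at 24 hr, the late down-regulated from −0.042 to 0.0036 at 4 hr, and the late up-regulated from 0.540 to 0.587 at 12 hr and 0.517 to 0.546 at 24 hr.

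Of the 160 pairs of a list and a time, 37 were called, 35 to 43 without 1 array, 0 with an estimated correlation and 55 by fry. Without 1 array the call ended for collagens and matrix at 12 hr (0 hr replicate 2, adjusted p = 0.097, or 12 hr replicate 2, 0.071), the immediate early genes at 24 hr (0 hr replicate 2, 0.078, or 24 hr replicate 2, 0.12), the inflammation list at 12 hr (12 hr replicate 2, 0.11) and the lens fiber genes at 24 hr (24 hr replicate 1, 0.059). Of the 784 results of named genes, 451 were called, of which 147 ended without some array and 52 under another alternative, and none of the called ones reversed. Sox2, 4 hr, not called, went from 0.09 to −0.51 (adjusted p = 0.033) with the mean of all probe sets per gene, and the cause was not tested. Signal over background limits the dim probe sets, for which no detection call was used; without the dimmest 1 in 3 the counts were 5434, 7160, 5964 and 6306 at the 4 times.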

Differences from the paper's values

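At 4 hr 7385 transcripts were called, against the paper's 4827, for which the paper's sentence states no threshold. Its methods name an analysis of variance with P under 0.05 beside template matching, and no adjustment is stated there. Among the alternatives set before the data were examined, the value lies within 1.5 times the paper's with the 1.25-fold minimum (7105), the methods' analysis of variance with unadjusted P, run on the groups of the contrast alone (7106), only the groups of the contrast (5589), a replicate block (7040), without the dimmest 1 in 3 probe sets (7160), and without 0 hr replicate 1 (3973) or 2 (4016), either 12 hr array (6279), either 24 hr array (6856), or 4 hr replicate 1 (6533) or 2 (6545). It does not with median centring (7304), quantile normalization (7448), unadjusted p (10934), a trended and robust prior (7575) or without either 2 hr array (8011). Of the alternatives chosen after seeing the values, array quality weights gave 7229 and the Actb ratio as a covariate 6231, both within 1.5 times, and how many of the paper's own transcripts they drop was not counted.

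The 1.25-fold minimum removed 2.78% of the transcripts at 2 hr, 3.79% at 4 hr, 2.51% at 12 hr and 2.91% at 24 hr, against the paper's 40%. The paper gives its 40% for each category, with reference to its Table 1, which lists early and late classes. Of the transcripts called for the early and the late mean against 0 hr, the minimum removed 10.9 and 10.2%. Of the alternatives set before the data were examined, only the methods' analysis of variance with unadjusted P, run on the groups of the contrast alone, comes within 1.5 times of the paper's value, with 30.5, 27.9, 31.7 and 32.1%. Under unadjusted p from limma 21.4, 18.7, 19.9 and 19.9% were removed, and under the others set beforehand at most 13.2%, in a fit of only the groups of the contrast at 12 hr. Of those chosen after seeing the values, array quality weights removed 20.4% at 12 hr, the highest of them.

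The paper's text and legend assign Figure 6C to the early and Figure 6D to the late phase. In File S1 the 12 genes of Figure 6C have positive late means (0.27 to 2.11), of which 8 were called by limma. The 8 genes of Figure 6D that were matched have called early rises (0.33 to 2.43). The 2 panels thus stand in the other order, while the genes of Figures 6A and 6B have the phase the paper gives.

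The paper states that Fosl1, Fosl2 and Fos rise at the early times: Fosl1 and Fos rose at both, and Fosl2 at 2 hr (1.42), while its 0.35 at 4 hr was not called, except without either 2 hr array (Fosl2, 4 hr: adjusted p = 0.0497). It names Elf1 beside Ets1, Ets2 and Etv1 as induced early: Ets1 rose at 2 and 4 hr, Ets2 at 2 hr and Etv1 at 4 hr, while Elf1 (0.29 and 0.34 at 1370542_a_at) was not called. Elf1 was called with the mean of its probe sets (Elf1, 2 hr: 0.39, adjusted p = 0.020, and Elf1, 4 hr: 0.50, adjusted p = 0.0047), at its other probe set (0.49 and 0.65), and at 2 hr without 2 hr replicate 2 (0.59, adjusted p = 0.048). At 4 hr it has Id1 and Id3 raised and Id2 lowered: Id1 rose by 1.05, while Id3 (0.50) and Id2 (−0.22) were called under no alternative run for single genes. The other probe set of Id2 (1375532_at) was at −0.70, in the direction the paper gives, and was not called. Of the genes the paper shows as lowered in the early network, 13 of the 17 matched in File S1 had a called fall of the early mean. The early means of Ash1l, Jag1, Kdm5b and Sp1 were not called, and Med1 is not among the 17. Kdm5b (−0.18 and −0.34 at 2 and 4 hr) and Med1 (−0.26 and −0.65) were not called, except at 4 hr without 4 hr replicate 1 (Kdm5b, 4 hr: −0.57, adjusted p = 0.028) and without 4 hr replicate 2 (Med1, 4 hr: −1.10, adjusted p = 0.0033), and another probe set of Kdm5b rose at both times (0.61 and 0.59). Of the late network, 5 of the 9 genes in File S1 with a negative late mean had a called fall. Dicer1 (−0.06 and −0.34 at 12 and 24 hr) was not called, except at 24 hr in a fit of only the groups of the contrast (Dicer1, 24 hr: adjusted p = 0.038), and the late mean of Ets1, −0.33, was not called (adjusted p = 0.071), though its 24 hr value of −0.58 was.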

Other observations

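Of the tests below, only the one on Table S1 was chosen after its values had been seen.

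Lens differentiation genes moved unevenly. Of 14 crystallin genes, none was called by limma at 2 and 4 hr (1 rise and 1 fall, and 1 rise, at an unadjusted p), 1 fell at 12 hr, and at 24 hr 1 rose and 1 fell (2 and 1 when adjusted over the list alone). Crygn rose by 1.58 at 24 hr on the log2 scale (standard error 0.29, n = 2 arrays per time point, adjusted p = 0.0056 from limma), while Cryaa (0.07 to 0.13) and Cryab (−0.06 to 0.17) were not called. Their 0 hr level, 14.46 and 14.19 on the log2 scale, lies near the highest intensities of the 0 hr arrays (22762 and 23382 on the linear scale), so their lack of a call says little. Among lens fiber genes the ephrin receptor gene Epha2 rose by 1.44, 1.98, 2.30 and 2.44 over the 4 times (standard error 0.14) and the RNA-binding protein gene Caprin2 by 0.62, 1.00 and 1.09 from 4 hr on. Fiber genes went both ways before, with 4 rises and 2 falls at 2 hr, 5 and 7 at 4 hr, and 6 and 5 at 12 hr (4 and 3, 6 and 7, and 6 and 5 when adjusted over the list alone). Among epithelium genes, Foxe3, a factor of lens epithelial cells, fell at 24 hr, at −1.18 (standard error 0.18), and Tfap2a at 4 and 24 hr, at −0.75 and −1.11 (standard error 0.15). Earlier, 1 epithelium gene fell at 2 hr and 3 at 4 hr, and 3 rose and 3 fell at 12 hr (1, 4, and 3 and 3 when adjusted over the list alone).

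Ribosome biogenesis genes also rose at 24 hr, 12 of 21 (14 with 1 fall when adjusted over the list alone, median 0.41, adjusted p from camera 2.0e-05 and 0.59 with an estimated correlation), after 2 rises and 3 falls at 2 hr and 6 and 3 at 4 hr (2 and 3, and 8 and 3, when adjusted over the list alone). Rrp9, of the processing of small subunit rRNA, rose by 0.57, 1.12 and 0.92 from 4 hr on (standard error 0.11). Collagen and matrix genes fell at 12 hr too, with 1 rise and 6 falls (1 and 9 when adjusted over the list alone, median −0.24, adjusted p 0.041, 0.49 with an estimated correlation, and 0.097 or 0.071 without replicate 2 of 0 hr or 12 hr), after 1 rise and 1 fall at 2 hr and 1 and 6 at 4 hr (none, and 1 and 6, when adjusted over the list alone), and Col9a1 fell by 1.35, 1.98 and 1.97 from 4 hr on (standard error 0.24). Of the glycolysis genes, Pfkp rose by 0.78 at 4 hr and 1.40 at 24 hr (standard error 0.11), and 1 rose and 2 fell at 2 hr, 1 and 4 at 4 hr, and 4 and 1 at 24 hr, times at which the list was not called (the same when adjusted over the list alone). Among clock genes, Npas2 rose by 3.55 at 4 hr and 2.18 at 12 hr (standard error 0.09), and Per2 fell at 12 hr, at −2.18 (standard error 0.22); 4 rose and 4 fell at 2 hr, 2 and 7 at 4 hr, and 2 and 5 at 24 hr (4 and 5, 2 and 8, and 3 and 7 when adjusted over the list alone). Immediate early genes also rose later, 9 of 26 at 12 hr and 7 with 1 fall at 24 hr (11, and 8 with 2 falls, when adjusted over the list alone), with medians of 0.42 and 0.29, adjusted p from camera of 0.00071 and 0.019, and 0.67 and 0.77 with an estimated correlation; at 24 hr the adjusted p was 0.078 without 0 hr replicate 2 and 0.12 without 24 hr replicate 2. Of the inflammation and protease genes 8 rose at 12 hr (8 when adjusted over the list alone, median 0.25, adjusted p 0.033, 0.67 with an estimated correlation and 0.11 without 12 hr replicate 2), and 2 rose and 1 fell at 24 hr (the same when adjusted over the list alone). Of the 7 AP-1 genes 2 rose at 12 and at 24 hr (3 and 2 when adjusted over the list alone). Of the G1/S genes 1 fell at 2 hr and 4 at 4 hr (the same when adjusted over the list alone), and of the mitotic genes none was called at 12 hr and 3 rose at 24 hr (2 when adjusted over the list alone).

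The following lists were called at no time. Of 15 genes of unfolded protein and amino acid stress, 6 rose and 1 fell at 2 hr, 5 and 2 at 4 hr, and 2 fell at 12 and at 24 hr (6 and 3 at 2 hr, 7 and 2 at 4 hr, and 1 fall at 12 and 2 at 24 hr when adjusted over the list alone), and the stress factor Atf4 rose by 1.25 and 1.44 at 2 and 4 hr (standard error 0.16). Of 17 genes of epithelial-mesenchymal transition, 5 rose and 1 fell at 2 hr, 5 and 2 at 4 hr, 3 and 2 at 12 hr, and 3 and 5 at 24 hr (7 and 2, 5 and 2, 4 and 6, and 3 and 8 when adjusted over the list alone). Of 16 genes of miRNA processing and silencing, 1 rose and 2 fell at 2 hr, 1 and 5 at 4 hr, 1 and 2 at 12 hr, and 0 and 2 at 24 hr (2 and 3 at 2 hr and the same later when adjusted over the list alone). Of 10 host genes of FGF2-regulated miRNAs, 1 rose at each time, and 0, 2, 3 and 2 fell (1, 1, 2 and 2 rises and 0, 3, 3 and 3 falls when adjusted over the list alone). Of 3 genes of the Dlk1-Dio3 locus, Meg3 rose by 1.22, 1.18, 1.25 and 0.96 (standard error 0.14) and Dlk1 by 1.32 and 1.46 at 12 and 24 hr (standard error 0.21), while Dio3 was not called (1 rise at 2 hr, 2 at 4, 12 and 24 hr when adjusted over the list alone). Of 17 genes of cholesterol synthesis, 0 rose and 1 fell at 2 hr, 1 and 3 at 4 hr, 1 and 1 at 12 hr, and 2 and 1 at 24 hr (0 and 0 at 2 hr and the same later when adjusted over the list alone), and of 8 heat shock genes 1 rose at each time and 1 fell at 4 and 24 hr (2 falls at 4 hr, and 2 rises and 2 falls at 24 hr, when adjusted over the list alone). Of 18 genes of autophagy and organelle loss, 2 rose and 3 fell at 2 hr, 3 and 2 at 4 hr, 0 and 4 at 12 hr, and 2 and 2 at 24 hr (2 and 3, 4 and 2, 0 and 5, and 2 and 3 when adjusted over the list alone).

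Markers of other cell types were tested as well, and none of the lists given here was called by camera at any time; 1 further list of markers is not used here. None of 6 red blood cell markers or 15 macrophage markers was called by limma, also when adjusted over the list alone. At an unadjusted p from limma, 1 red blood cell marker rose and 1 fell at 4 hr, 2 fell at 12 hr and 1 at 24 hr, and 4, 2 and 1 macrophage markers rose at 2, 4 and 12 hr. Of 12 vascular endothelium markers, 2 fell at 2 hr, 5 at 4 hr, 3 fell and 1 rose at 12 hr, and 4 fell at 24 hr (4, 6 with 1 rise, 6 with 1 rise, and 7 with 1 rise, when adjusted over the list alone), with medians of −0.34, −0.36, −0.49 and −0.55 and an adjusted p from camera of 0.052 at 24 hr. Vwf fell from 4 hr on, at −1.19, −1.21 and −0.86 (standard error 0.14), and its fall at 2 hr, −0.46, was called with all arrays and not without 2 hr replicate 2 or any array of 0, 12 or 24 hr (adjusted p 0.060 to 0.20), and the receptor gene Tek fell at 12 and 24 hr, at −1.63 and −1.57 (standard error 0.18). Of 9 pericyte and fibroblast markers, 1 rose at 4 hr and 1 fell at 12 and at 24 hr (none at 4 hr when adjusted over the list alone), and of 9 markers of the pigment and ciliary epithelium 1 fell at 12 hr and 1 rose at 24 hr (the same when adjusted over the list alone).

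Table S1 of the paper lists a cycle threshold (Ct) and a relative level (RQ) for 131 miRNAs at each time and in an untreated control, whose RQ columns are labelled 24 hr and whose Ct columns 0 hr, so which time it stands for is not settled. The relative levels at 2 and 4 hr follow the 0 hr Ct, with an SD over the miRNAs of a card of at most 3.1e-05 for log2 RQ plus the difference in Ct, and of at least 1.16 against the untreated control. At 12 and 24 hr it is the reverse: the SD is at most 3.2e-05 against the untreated control and 1.10 to 1.68 against 0 hr. RQ is 1 at 0 hr for 129 of the miRNAs and in the untreated control for 128. These values of the paper are consistent with a calibration of 12 and 24 hr to the untreated control in place of 0 hr, which may matter where levels of the 2 phases are compared: the median Ct was 26.2 at 0 hr, 25.9 at 2 hr, 25.5 at 4 hr, 24.5 at 12 hr, 24.7 at 24 hr and 24.8 in the untreated control.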
